# Bioinformatic analysis of circular RNA expression profiles in a rat lumbosacral spinal root avulsion model

**DOI:** 10.3389/fgene.2022.920493

**Published:** 2022-08-12

**Authors:** Zhibin Zhou, Jun Ma, Jiao Cai, Aimin Chen, Lei Zhu

**Keywords:** lumbosacral nerve root avulsion, neuron, circular RNA, RNA sequencing, bioinformatics

## Abstract

Lumbosacral spinal root avulsion (LSRA) is a severe nerve injury that results in devastating dysfunction in the lower limb. Circular ribonucleic acids (circRNAs) have been reported to be implicated in a variety of diseases. However, the role of circRNAs in LSRA remains unclear. Here, we performed RNA sequencing (RNA-seq) to determine circRNA expression profiles in a rat LSRA model and further investigated their potential functions and the underlying mechanisms by bioinformatic analyses and *in vitro* experiments. In all, 1708 circRNAs were found to be differentially expressed in spinal cord tissues after LSRA (|fold change| ≥ 2 and *p* < 0.05), with 591 up-regulated 1117 down-regulated. Meanwhile, 2263 mRNAs were also indentified to be differentially expressed, of which 1471 were upregulated and 792 were downregulated. Eight randomly selected circRNAs and mRNA were successfully verified to be consistent the RNA-seq results by quantitative real-time polymerase chain reaction. Functional analyses based on gene ontology and Kyoto Encyclopedia of Genes and Genomes predicted the potential roles of differentially expressed circRNAs and mRNAs in LSRA, and circRNA/miRNA/mRNA interaction networks revealed that circRNA_7025, a down-regulated circRNA in LSRA, was targeted by two neuronal apoptosis-related miRNAs, rno-miR-1224 and rno-miR-326-5p. Further *in vitro* experiments revealed that circRNA_7025 protected against oxygen-glucose deprivation induced neuronal apoptosis *via* the circRNA_7025/miR-1224/miR-326-5p axis. In summary, our results revealed circRNA expression profiles and their potential functions in LSRA. These findings improve our understanding of the pathogenic mechanisms involved in LSRA and might enable us to identify new molecular targets for LSRA.

## Introduction

Lumbosacral spinal root avulsion (LSRA) mainly occurs during high-speed traffic accidents, resulting in permanent loss of sensation and motor function in the lower limb (Sidhu and Dhillon, 1991; Chin and Chew, 1997). LSRA is not a common clinical entity, and only 35 cases were reported since the first description in 1955 (Chin and Chew, 1997). LSRA is not often reported in the literature because of low incidence and difficulty in reaching a precise diagnosis, as well as the complicated treating methods (Barnett and Connolly, 1975). For the above reasons, the incidence is probably underestimated. Currently, the operative methods for patients with LSRA are limited and consist mainly of avulsed nerve root reimplantation and S1 nerve root transfer (Gu et al., 2004; Zhu et al., 2015). Despite the great progress in neurosurgical repair, the functional recovery of LSRA is far from optimal because of limited understanding of the pathogenic mechanism (Lang et al., 2004). Although considerable effort has been made to reveal the pathological process of LSRA, and our previous studies found that the death of neurons regulated by two canonical cell death pathways, apoptosis and autophagy, is one of the key factors that restricting the repair effects (Jiang et al., 2014; Zhu et al., 2016), the exact molecular mechanism of LSRA still remains to be elucidated. Therefore, for the development of new treatment strategies, a comprehensive understanding of the pathophysiology and mechanism for LSRA is need.

Circular ribonucleic acids (circRNAs) are a new class of noncoding RNAs characterized by covalently closed loop structures (Memczak et al., 2013). It has been shown that circRNAs are widely expressed in eukaryotic cells and have important roles such as function as microRNA (miRNA) sponges (Memczak et al., 2013), binding with proteins (Li et al., 2015), and translating into proteins (Legnini et al., 2017). Presently, accumulating evidence indicates that circRNAs are involved in a various of diseases, such as diabetes mellitus (He et al., 2020), osteoarthritis (Zhou et al., 2019a), acute ischemic stroke (Zuo et al., 2020) and malignant tumors (Tang et al., 2021). Additionally, previous studies reported that traumatic brain injury results in significant changes in circRNA expression profiles and some of the differentially expressed circRNAs may have important regulatory functions (Xie et al., 2018; Zhao et al., 2018). We also found that differentially expressed circRNAs were induced following spinal cord injury and they might be involved in both the primary and secondary stage (Zhou et al., 2019b). However, the role of circRNAs in LSRA remains unclear.

To investigate weather circRNAs participate in the pathological process of LSRA, and preliminarily predict their potential functions, we established a rat LSRA model to explore the expression profiles of circRNAs and their potential functions by combining RNA sequencing (RNA-seq), qRT-PCR, and bioinformatics. Mechanistically, we further found that circRNA_7025 might play an anti-apoptotic role in LSRA by targeting rno-miR-1224 and rno-miR-326-5p. Thus, our study advances our understanding of the pathogenic mechanisms and reveals new molecular targets for the treatment of LSRA.

## Materials and methods

### Animals and lumbosacral spinal root avulsion model

Adult male Sprague-Dawley (SD) rats (weighted 200–220 g, aged 8 weeks) were purchased from Shanghai SLAC Laboratory Animal Co., Ltd. and used for establishment of the LSRA model as previously described (Zhu et al., 2016). In short, rats were anesthetized with intraperitoneal injection of pentobarbital sodium (1%, 40 mg/kg; Tc-P8411, Merck, Germany). The right L4–L6 nerve roots were exposed and avulsed with a small homemade instrument for rats in the LSRA group. For rats in the Sham group, the right L4–L6 nerve roots were only exposed but not avulsed. In all, a total of 38 rats were randomly assigned to the following groups: for RNA sequencing (RNA-seq) experiment, Sham group (*n* = 9), LSRA group (*n* = 9); for Quantitative real-time polymerase chain reaction (qRT-PCR) verification experiment, Sham group (*n* = 10), LSRA group (*n* = 10). The rats were sacrificed 1 day after surgery and the corresponding spinal cord tissues of L4–L6 segments were obtained for further experiments. All experiments were performed in accordance with the guidelines of the Animal Ethics Committee of Second Affiliated Hospital of Naval Medical University (2022SLYS3).

### RNA isolation and RNA sequencing

After anesthesia, the rats were sacrificed and the corresponding spinal cord tissues of L4–L6 segments were harvested for RNA isolation and RNA-seq. The spinal cord tissues, including the avulsion epicenter, were harvested, frozen, and stored in liquid nitrogen. For RNA-seq, the spinal cord tissues of three rats in the same group were mixed into one sample, so each group had three samples (*n* = 3 rats/sample, *n* = 3 samples/group). High-throughput RNA-seq was performed by OE Biotech Co., Ltd. (Shanghai, China). Briefly, total RNA was extracted using the mirVana miRNA Isolation Kit (Ambion-1561, Ambion, TX, United States) following the manufacturer’s protocol. RNA integrity was evaluated using the Agilent 2100 Bioanalyzer (Agilent Technologies, CA, United States). The samples with RNA Integrity Number (RIN) ≥ 7 were subjected to the subsequent analysis. The libraries were constructed using TruSeq Stranded Total RNA with Ribo-Zero Gold (RS-122-2301, Illumina, CA, United States) according to the manufacturer’s instructions. Then these libraries were sequenced on the ilumina Novaseq 6000 platform (Illumina, CA, United States) and 150 bp paired-end reads were generated.

### Data preprocessing and RNA quantification

Raw reads generated from RNA-seq were further processed using Trimmomatic (Bolger et al., 2014) to obtain high-quality clean reads. Then the clean reads were mapped to the rat reference genome (Rnor_6.0) using HISAT2 (Kim et al., 2015), and quantification of mRNAs were performed by calculating the fragments per kb per million reads (FPKM) value using Cufflinks (Trapnell et al., 2010) and counts value (the number of reads for each gene in each sample) using HTSeq-count (Anders et al., 2015). Differential expression analysis was performed using the DESeq2 (Love et al., 2014), and |fold change| ≥ 2 and *p* < 0.05 was set as the threshold for significantly differential expression gene.

For circRNA identification and quantification, we used BWA-MEM software (Li, 2013) to align the sequencing reads of each sample with the rat reference genome to obtain sequence alignment/map (SAM) files, and the paired chiastic clipping signals in SAM files were scanned using the CIRI2 software (Gao et al., 2018) and circRNA sequences were predicted based on junction reads and GT-AG cleavage signals. Then the expression of circRNAs were calculated using SRPM (spliced reads per million mapping) (Li et al., 2014), and the differential expression analysis was also using the DESeq2 with the same criteria of genes.

### Quantitative real-time polymerase chain reaction analysis

We conducted qRT-PCR to verify the expression levels of eight randomly selected circRNAs and mRNAs. Total RNA was extracted from spinal cord tissues using Trizol reagent (15596026, Invitrogen, CA, United States) according to the manufacturer’s protocol. RNA integrity was evaluated using the NanoDrop 2000 (Thermo Fisher Scientific, MA, United States). Total RNA was reverse transcribed to synthesize first-strand cDNA using a Prime Script RT Reagent Kit (RR047A, TaKaRa, Osaka, Japan) and qRT-PCR analyses were performed using a Roche Applied Science Light Cycler 480II Real-time PCR system (Roche Applied Science, IN, United States) according to the manufacturer’s instructions. Gapdh and U6 were served as internal controls for circRNAs and miRNAs. Data were calculated by the 2^−ΔΔCt^ method. The primers used for qRT-PCR are listed in Supplementary Data S1.

### Bioinformatic analysis

Based on the hypergeometric distribution, Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of the parental genes of the differentially expressed circRNAs and differentially expressed mRNAs were performed to screen the significant enriched term using “ClusterProfiler” package (Yu et al., 2012) in R (Version 3.2.0). The significant enrichment term of GO and KEGG pathway were illustrated by the column diagram and bubble diagram, respectively.

CircRNA/miRNA interactions were predicted by using software miranda (Enright et al., 2003), with the parameter as follows: S ≥ 150, ΔG ≤ −30 kcal/mol and demand strict 5′ seed pairing, and circRNA/miRNA interaction enrichment score and *p* valve were calculated based on the hypergeometric test of predicted miRNAs and differentially expressed circRNAs as previous described (Wu et al., 2020). Then the interactions were ranked according to *p* value of the hypergeometric distribution and the top 300 circRNA/miRNA interactions were selected to construct a circRNA/miRNA network using the Cytoscape software (Version 3.9.1) (Shannon et al., 2003). Besides that, targeted mRNAs of rno-miR-1224 and rno-miR-326-5p were predicted by TargetScan (www.targetscan.org/vert_71) and a circRNA/miRNA/mRNA interaction network was also visualized by the Cytoscape software.

### Primary neuron isolation, culture and oxygen and glucose deprivation treatment

Primary spinal neurons were isolated as previously described (Zhu et al., 2016). Briefly, female SD rats (weighted 240–260 g, aged 10–12 weeks, Shanghai SLAC Laboratory Animal Co.,Ltd.) were used to obtain 2-week embryos, and the spinal cord tissues of the embryos were harvested and cut into small pieces for neuron isolation using 0.05% trypsin (25200072, Thermo Fisher Scientific, MA, United States). Then, neurons were diluted to the indicated density and plated onto poly-l-lysine-coated culture plates (Sigma, MO, United States). We cultured the neurons with serum-free neurobasal medium (21103049, Thermo Fisher Scientific, MA, United States) supplemented with 2% B27 supplement (17504044, Thermo Fisher Scientific, MA, United States). For OGD treatment, we used serum-free and glucose-free DMEM (A4192101, Thermo Fisher Scientific, MA, United States) and then placed the cells in a hypoxic incubator chamber (5% CO2, 95% N2; (17504044, Thermo Fisher Scientific, MA, United States) for 4 h. The control cells were incubated in complete medium with normal oxygenation (20% O2, 5% CO2).

### Luciferase reporter assay

We used the luciferase reporter assay to detect the direct binding between circRNA_7025, rno-miR-1224 and rno-miR-326-5p. Wild type and mutant luciferase reporter vectors of circRNA_7025 were constructed by inserting circRNA_7025 or their mutant fragments into pGL3-firefly_luciferase vector. HEK-293T cells were seeded in 96-well plates at a density of 5 × 10^3^ cells/well and cultured for 24 h. Then 500 ng luciferase reporter vectors were mixed with 20 nmol rno-miR-1224 and rno-miR-326-5p mimics or their negative control plasmids, and they were cotransfected into HEK-293T cells using Lipofectamine 2000 (11668030, Thermo Fisher Scientific, MA, United States). After incubating for 48 h, the luciferase activity was analyzed using the dual luciferase reporter system (E1910, Promega, WI, United States) and relative luciferase activity was determined by calculating the ratio between firefly and Renilla luciferase.

### Plasmid construction and transfection

Overexpression vectors of circRNA_7025, rno-miR-1224, rno-miR-326-5p, and their negative control plasmid vectors were designed and constructed. Primary spinal neurons were (2-6 × 10^5^/well) were cultured in 6-well plates for 24 h, and then plasmid vectors were transfected into cultured neurons with Lipofectamine 2000 (11668030, Thermo Fisher Scientific, MA, United States) under the guidance of the manufacturer’s instructions. After incubated for 48 h, neurons were subjected to OGD treatment and then harvested for further experiments.

### Flow cytometry analysis

Neuronal apoptosis was measured using flow cytometry analysis. After transfection of certain vectors for the indicated hours, neurons received OGD treatment and were washed with 4°C PBS and collected with 0.25% trypsin for flow cytometry analysis. Neurons were incubated with 5 μl FITC-Annexin V and 5 μl PI for 15 min according to instructions of the Annexin V-FITC/PI Apoptosis Kit (Servicebio, Wuhan, China) and analyzed using a FACSCalibur flow cytometer (BD Biosciences, NJ, United States).

### Statistical analysis

We performed three independent repeated experiments to obtain data in this study. Data are presented as the mean ± standard deviation. Statistical analyses were performed using Graphpad Prism nine and statistical significance was determined by Student’s t-test or Spearman correlation coefficients test where appropriate. A two-side *p*-value < 0.05 was defined as statistically significant.

## Results

### The expression profiles of Circular ribonucleic acids in lumbosacral spinal root avulsion

We performed RNA sequencing to screen differentially expressed circRNAs in three pairs of spinal cord tissues from rats in Sham and LSRA groups. 

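The right L4 to L6 nerve roots were pulled out of the cord in the LSRA group and only exposed in the Sham group. Spinal cord tissue of these segments, with the avulsion epicenter, was taken 1 day after surgery, and the tissue of 3 rats was pooled into each sample, so that 3 libraries stand for each group. Total RNA without ribosomal RNA was sequenced with 150 bp reads from both ends. A circRNA is recognised by reads across its back-splice junction, where the end of an exon is joined to the start of the same or an earlier exon. The authors aligned the reads to Rnor_6.0 with BWA-MEM, called junctions with CIRI2 and gave the expression of each circRNA as SRPM, spliced reads scaled to the reads of the library. Every value above 0 was a whole multiple of the value of 1 junction read in its library, with denominators between 94718220 and 99413424 reads. In all, 9135 circRNAs were listed, of which 4508 were detected in exactly 1 library and 955 in all 6 libraries. The smallest value stood for 2 junction reads, the median of the values above 0 was 3 reads, and 39.8% of these values were 2 reads. The Sham libraries held 30828, 26170 and 27283 junction reads, and the LSRA libraries held 16244, 17983 and 24513. Summed SRPM was 287253 ± 23623 (SD, n = 3) in the Sham group and 200680 ± 44780.2 (SD, n = 3) in the LSRA group. The LSRA sum was 69.9% of the Sham sum, with every LSRA library below every Sham library (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow). The number of circRNAs detected per library was 4117 ± 102 (SD, n = 3) in the Sham group and 3062 ± 455 (SD, n = 3) in the LSRA group, 74.4% of Sham, and again did not overlap (exact permutation test, two-sided p = 0.1). Tests were made with limma on log2(SRPM + 10), a pseudocount near the value of 1 read that understates changes of circRNAs with few reads, for the 4627 circRNAs detected in at least 2 of the 6 libraries.

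**Figure D1:**
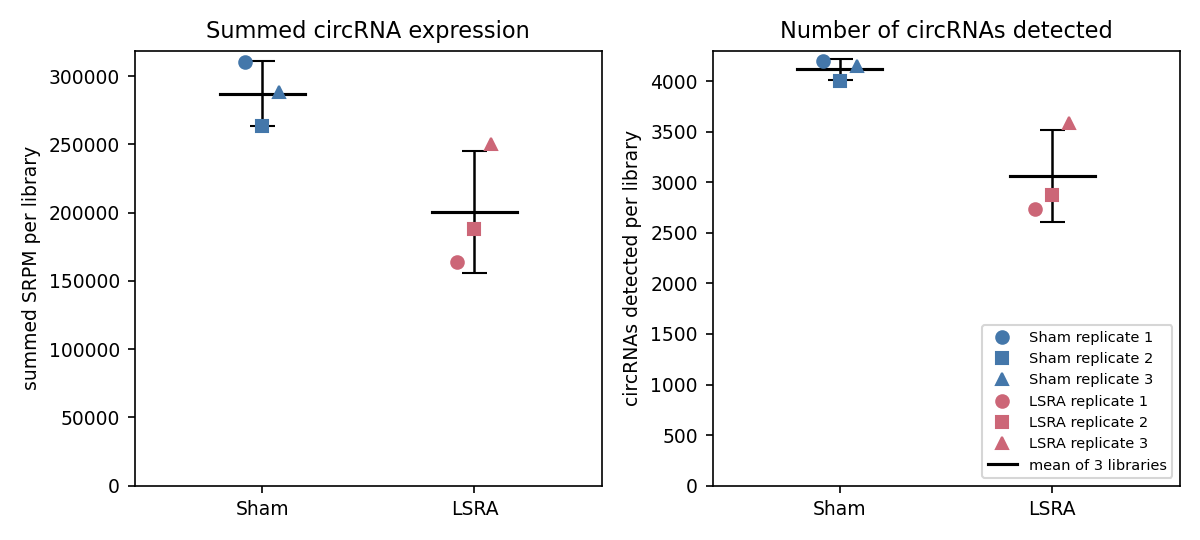
Summed SRPM (left) and number of circRNAs detected (right) in each library of the Sham and LSRA groups. Points are libraries, horizontal lines the means of 3 libraries and error bars the SD. The 3 LSRA libraries lie between 163773 and 250497 SRPM, below the 3 Sham libraries between 263244 and 310470.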

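Principal component analysis was run on log2(SRPM + 10) of the 4627 circRNAs, centred and not scaled. The first component held 30.3% of the variance and the second 19.9%. On the first component the Sham libraries scored -32.3, -27.7 and -30.1, LSRA replicates 1 and 2 scored 46.7 and 46.8, and LSRA replicate 3 scored -3.41, between the other LSRA libraries and the Sham libraries. The second component parted the Sham libraries from each other, with scores of -30.2, -0.42 and 51.2, over a wider range than the LSRA scores of -4.50, 14.1 and -30.1. With each library left out in turn, the share of the first component was 31.4% to 36.8%. Restricted to the 408 circRNAs with an absolute log2 fold change of at least 1 and an unadjusted p below 0.05 from limma, which were chosen for parting the groups, the first component held 73.5% and the second 10.3%.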

Principle component analysis (PCA) showed distinct clustering of the individual samples of Sham and LSRA groups (Figure 1A), indicating the rigor and reproducibility of RNA sequencing data obtained from different samples. 

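Of the 4627 circRNAs, 460 (9.94%) had an unadjusted p below 0.05 in the limma fit, and 1 had an adjusted p below 0.05 after Benjamini-Hochberg adjustment. This was circRNA_2787, on chromosome 15 of Rnor_6.0 from 33616829 to 33642831 on the minus strand, which Supplementary Data 2 assigns to Myh7. It had 2, 0 and 0 junction reads in the Sham libraries and 323, 366 and 418 in the LSRA libraries. This was at least 123-fold higher in LSRA against a floor of 3 reads in Sham, with an adjusted p of 4.07e-06 from limma. The smallest adjusted p of any circRNA from limma was 0.110 with a pseudocount of 1 SRPM, 0.351 with the replicate number as a block and 0.103 without Sham replicate 2. circRNA_2787 spans the neighbouring genes Myh6 and Myh7, and linear reads split over them may be a source of its reads. In the main fit the next smallest adjusted p was that of circRNA_4720, on chromosome 2 from 210725271 to 210781694 on the minus strand. It had 13, 11 and 14 reads in the Sham libraries and 0 in each LSRA library. It was at least 4.22-fold lower in LSRA, with an adjusted p of 0.0695 from limma. The other circRNAs with the largest changes among those whose groups did not overlap had adjusted p-values of 0.39 from limma. Among them, circRNA_0336 had 23, 32 and 21 reads in Sham and 0, 11 and 0 in LSRA, and circRNA_5952 had 26, 19 and 24 reads in Sham and 4, 0 and 4 in LSRA. On the side of higher values, circRNA_0644 had 10, 11 and 2 reads and circRNA_7403 had 2, 6 and 13 reads in the LSRA libraries, and both had 0 in each Sham library.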

Differentially expressed circRNAs were identified by volcano plot filtering (Figure 1B). Furthermore, the differentially expressed circRNAs were transferred to a heatmap to display circRNA expression profiles (Figure 1C).

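Over the 4627 circRNAs, Pearson's r of log2(SRPM + 10) was 0.561 to 0.594 between Sham libraries, 0.539 to 0.590 between LSRA libraries and 0.511 to 0.592 between a Sham and an LSRA library. These are correlations across circRNAs, which are not independent replicates, and the 3 ranges overlapped. LSRA replicate 3 had r of 0.557 to 0.592 to the Sham libraries and 0.539 to 0.567 to the other LSRA libraries. An average-linkage tree on 1 minus r over all 4627 circRNAs joined LSRA replicate 3 with the 3 Sham libraries, a branch of 4 libraries against 2. Over the 408 circRNAs past the fold change and p-value thresholds the tree had 3 Sham libraries on one branch and 3 LSRA libraries on the other, a division that their selection builds in.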

**FIGURE 1:**
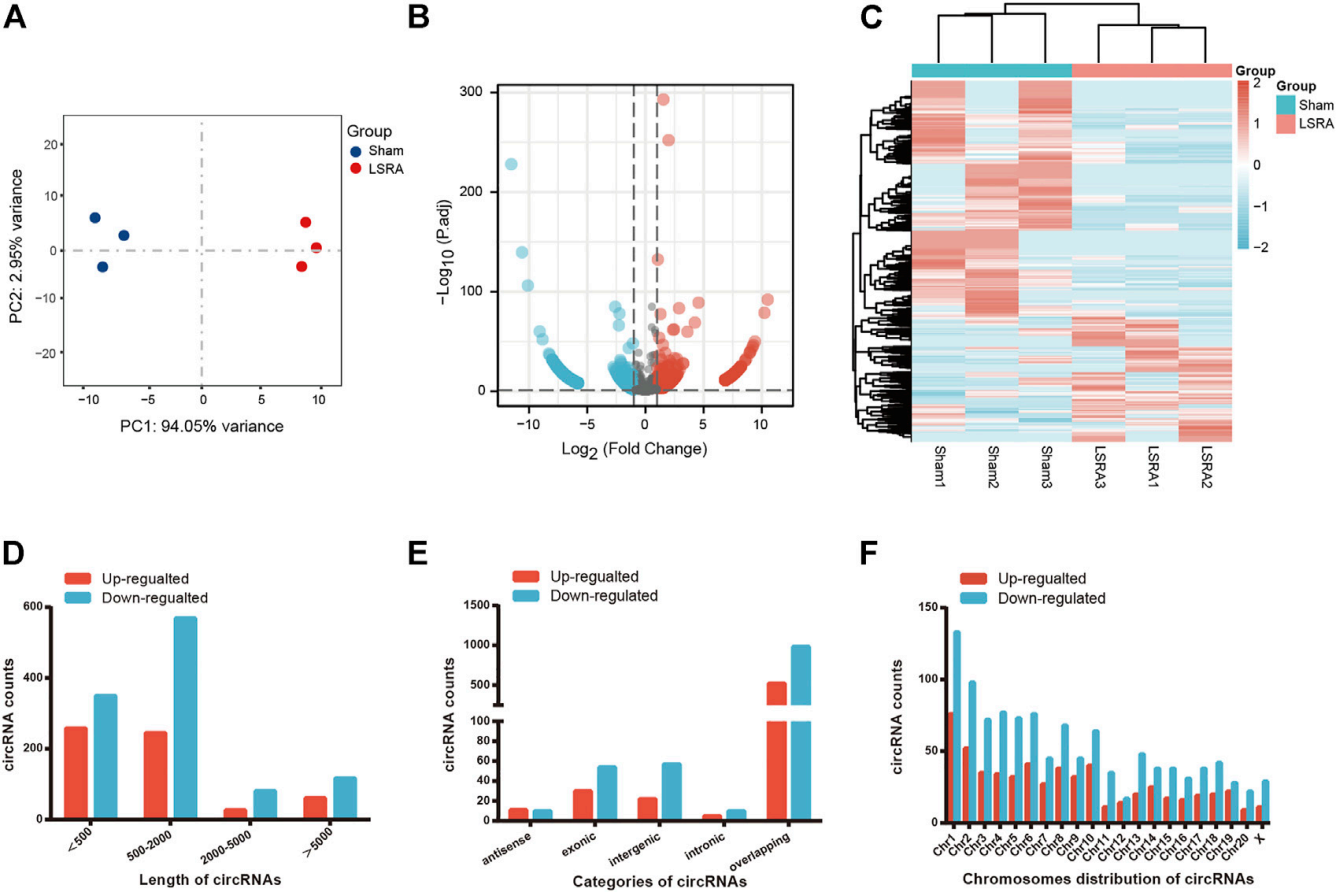
The expression profiles of circRNAs. **(A)** PCA analysis showing distinct clustering of the individual samples of Sham and LSRA groups. **(B)** Volcano plot of circRNA expression (*n* = 3). **(C)** Hierarchical clustering analysis of circRNAs that were markedly differentially expressed (|fold change| ≥ 2 and *p* < 0.05) between the two groups (*n* = 3). **(D)** Length distributions of differentially expressed circRNAs. **(E)** Five categories of circRNAs based on genomic origin. **(F)** Distribution of the differentially expressed circRNAs on the rat chromosomes. circRNAs, circular RNAs; LSRA, lumbosacral spinal root avulsion.

In all, we found 1708 differentially expressed circRNAs (|fold change| ≥2 and *p* < 0.05), of which 591 circRNAs were upregulated and 1117 circRNAs were downregulated (Supplementary Data S2). 

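With the same thresholds, the limma fit on log2(SRPM + 10) gave 408 circRNAs, 45 upregulated and 363 downregulated, so that 11.0% were upregulated. The steps by which the authors tested expression were not repeated here, and the paper's own list holds 1708 circRNAs, 34.6% of them upregulated. All 1708 were detected in at least 2 libraries, and 1701 (99.6%) had the same direction here. Of these, 317 passed both thresholds here in the same direction, 45 upregulated and 272 downregulated, and 91 circRNAs passed here that the paper does not list. Junction reads over the 6 libraries had a median of 8 for the paper's circRNAs and 19 for those called here. In the paper's list, 749 circRNAs had at most 3 reads in every library, 673 were at 0 in all LSRA libraries and 200 were at 0 in all Sham libraries. Only 123 were detected in all 3 Sham libraries and in no LSRA library, and 28 in all 3 LSRA libraries and in no Sham library. Without a model, 563 of the 4627 circRNAs (12.2%) had groups that did not overlap, and 492 of these were lower and 71 higher in LSRA. Chance gives 10% without ties and 6.68% here, since circRNAs detected in 2 libraries cannot have groups without overlap. Among the settings with all 6 libraries, a pseudocount of 50 SRPM moved the calls most, to 15 upregulated and 53 downregulated. Scaling each library to the same summed SRPM gave 79 upregulated and 158 downregulated circRNAs (33.3% upregulated), and centring on the circRNAs detected in all 6 libraries gave 70 and 172 (28.9% upregulated). In simulated libraries of this depth, where 200 of 4627 circRNAs of any depth were changed by 2 on the log2 scale, 11% of the changed circRNAs reached an adjusted p below 0.05. The thresholds without adjustment recovered 52% of them along with 94 unchanged circRNAs. The simulated spread was that of circRNAs detected in all 6 libraries, with a dispersion of 0.0111. With that spread, 0.199 cases of 0 reads beside at least 20 in the same group were expected, and 42 were found. Some real circRNAs thus varied more than simulated ones, and these shares may not hold for them.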

Among these differentially expressed circRNAs, approximately 83% of them were <2000 nts in length (Figure 1D). CircRNAs are usually divided into five types: “exonic circRNA” represents a circRNA arising from the exons of a linear transcript; “intronic circRNA” represents a circRNA arising from an intron of a linear transcript; “antisense circRNA” represents a circRNA whose gene locus overlaps with the linear RNA but is transcribed from the opposite strand; “sense overlapping circRNA” represents circRNA originating from the same gene locus as the linear transcript; “intergenic circRNA” represents a circRNA arising from the sequence located in the genomic interval between two genes (Memczak et al., 2013; Zheng et al., 2016). Among them, 21 circRNAs were transcribed from the antisense region, 84 from the exonic regions, 79 from the intergenic regions, 15 from the intronic regions, and 1509 from the overlapping regions (Figure 1E). 

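Called with limma on the 4627 tested circRNAs, downregulated circRNAs were found on all 21 of the autosomes and X, where they made up 5.50% to 13.7% of the circRNAs tested per chromosome. The share was highest on chromosome 11 and lowest on chromosome 10. Their spread over chromosomes could not be told apart from that of the tested circRNAs (permutation test with 10000 permutations, p = 0.655). The 45 upregulated circRNAs lay on 17 of the 21 chromosomes and made up 0% to 3.01% of the circRNAs tested. Chromosomes 12, 17, 18 and 20 held none. The highest share of upregulated circRNAs was on chromosome 15, with 4 of 133. On chromosome Y, 7 circRNAs were tested and none passed in either direction.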

Figure 1F shows the distribution of differentially expressed circRNAs on the rat chromosomes, and both the upregulated and downregulated circRNAs were transcribed from all chromosomes.

### Gene ontology and kyoto encyclopedia of genes and genomes pathway analyses of differentially expressed circular ribonucleic acids

To explore the potential functions and possible biological pathways of differentially expressed circRNAs after LSRA, GO analysis and KEGG pathway analysis were performed for the parental genes of the differentially expressed circRNAs (Supplementary Datas S3, S4). GO analyses were performed in the BP, CC and MF domains. 

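The genes behind the leading GO terms of Supplementary Data 3 were looked up in both tables of values. For "neuron to neuron synapse", 58 parental genes had 80 circRNAs on the paper's downregulated list, of which 21 passed both thresholds in the limma fit here, and 29 parental genes had 31 circRNAs on its upregulated list, of which 1 passed. For "learning", 29 parental genes had 41 downregulated circRNAs, and 17 of these passed. For "regulation of GTPase activity", 12 of 61 circRNAs on the downregulated list and 1 of 36 on the upregulated list passed. For "GTPase activator activity" these were 6 of 43 and 1 of 29. The fit was not scaled to an equal circRNA total, which bears on how the 2 lists compare. Over all circRNAs such scaling moved the calls from 45 upregulated and 363 downregulated to 79 and 158. The circRNAs of these terms had a median of 6 to 10 junction reads over the 6 libraries. In the mRNA values, the median log2 fold change was -0.57 for the 58 synapse genes and -0.84 for the 29 learning genes, with 5 and 2 genes lower and 2 and 1 higher at an adjusted p below 0.05 from limma. It was -0.14 for the 41 genes of GTPase regulation on the downregulated list, with 1 higher and 2 lower, and -0.02 for the 31 genes of GTPase activators, also with 1 and 2. On the upregulated list it was -0.20 for the synapse genes (5 higher, 1 lower), 0.14 for GTPase regulation (3 and 3) and 0.13 for GTPase activators (2 and 3). In all, the 824 parental genes of the paper's downregulated circRNAs with FPKM values had a median log2 fold change of -0.14, lower than each of 10000 random gene lists matched on mean expression. For the 491 parental genes of its upregulated circRNAs the median was 0.08, at percentile 96.3. The random lists treat genes as independent. The camera p was 9.56e-05 for the first list and 0.868 for the second with an inter-gene correlation of 0.01, and 0.356 and 0.946 with the correlation estimated from the data. Circular and linear changes had a Pearson's r of 0.36 and a Spearman's rho of 0.28 over 1618 circRNAs of 1175 genes. These are the circRNAs of the paper's lists that were tested here along with their parental gene, selected for their change, and they are not independent replicates. The circRNAs of 140 parental genes were on both of the paper's lists.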

The enrichment score [−log10 (*p* value)] was used for the ranking of GO entries, and the top five enriched GO terms in different domains for parental genes are displayed in Figures 2A,B. Notably, the most enriched terms in CC and MF for parental genes of up- and downregulated circRNAs are the same: “neuron to neuron synapse” and “GTPase activator activity”, while the most enriched term in BP for parental genes of upregulated and downregulated circRNAs were “regulation of GTPase activity” and “learning”, respectively.

**FIGURE 2:**
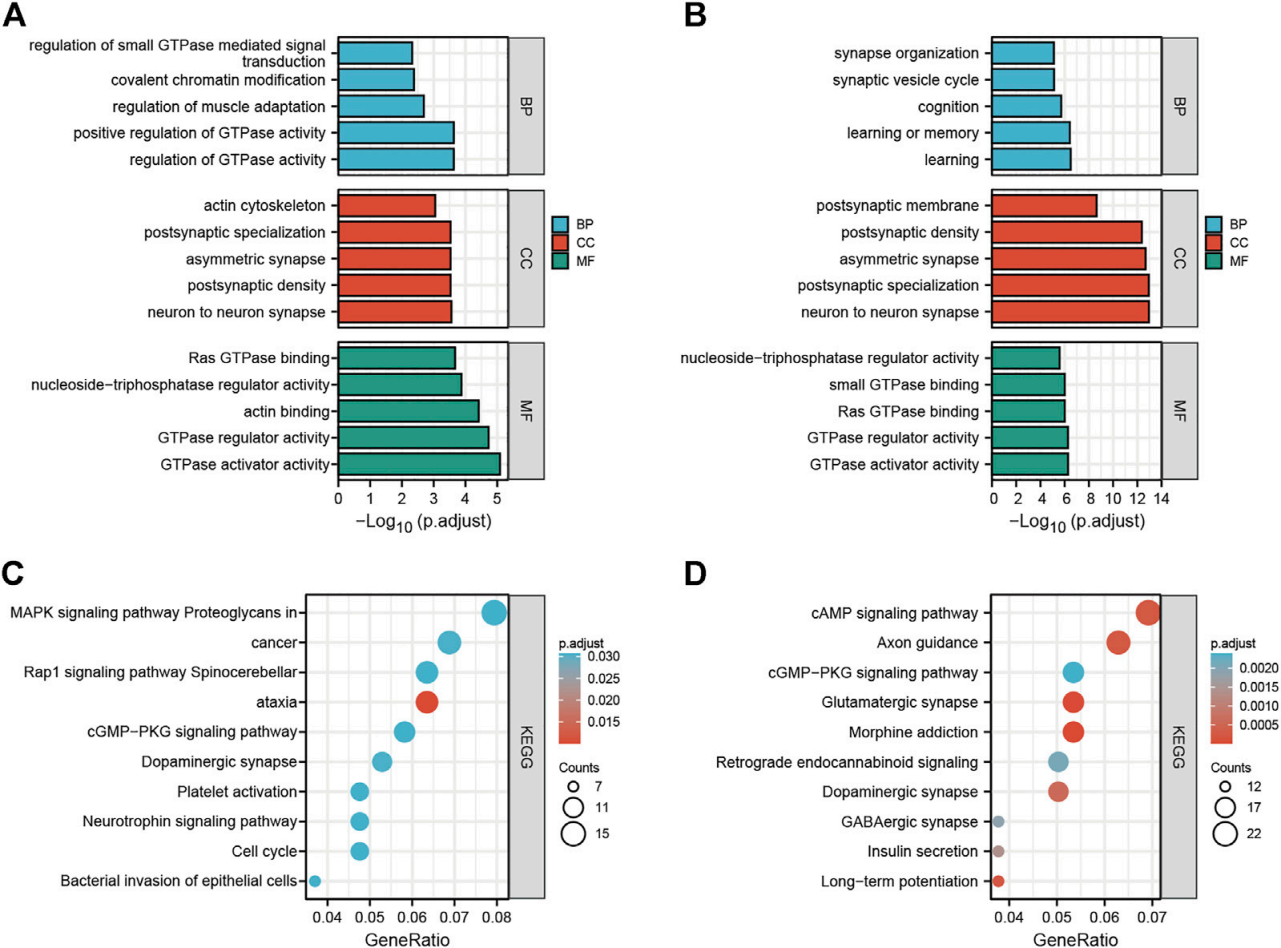
GO and KEGG pathway analyses of differentially expressed circRNAs. **(A)** Top five enriched GO terns for the parental genes of upregulated circRNAs. **(B)** Top five enriched GO terns for the parental genes of downregulated circRNAs. **(C)** Top 10 KEGG terms of parental genes of upregulated circRNAs. **(D)** Top 10 KEGG terms of parental genes of downregulated circRNAs. GO, Gene Ontology; KEGG, Kyoto Encyclopedia of Genes and Genomes; circRNAs, circular RNAs.

In the KEGG pathway analysis, the top 10 pathways associated with the parental genes of the upregulated and downregulated circRNAs are shown in Figures 2C,D, respectively. The most enriched and meaningful pathways among these pathways were mainly involved in the “MAPK signaling pathway” and “cAMP signaling pathway”. 

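In Supplementary Data 4, the MAPK signaling pathway was counted from 15 parental genes with 18 upregulated circRNAs and from 23 parental genes with 33 downregulated circRNAs, and 5 genes were on both lists. None of the 18 upregulated and 8 of the 33 downregulated circRNAs passed both thresholds in the limma fit here, which was not scaled to an equal circRNA total. Their parental genes had median log2 fold changes of -0.11 and -0.07 in FPKM, with 2 genes higher and 3 lower among the 15 at an adjusted p below 0.05 from limma, and 1 higher and 1 lower among the 23. The cAMP signaling pathway came from 22 parental genes with 27 downregulated circRNAs, of which 5 passed here. The 22 genes had a median log2 fold change of -0.46, with 1 gene higher and 3 lower at an adjusted p below 0.05 from limma. The circRNAs of these pathways had a median of 12, 10 and 8 junction reads over the 6 libraries.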

Besides that, the top 10 up- and down-regulated circRNAs were showed in Supplementary Data S5, and functional annotation of their parental genes were also performed. 

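All 20 of these circRNAs were at 0 in every library of the group in which they were lower. In the group in which they were higher, 12 were detected in all 3 libraries and 8 in 2 libraries, 5 of them upregulated and 3 downregulated circRNAs, and their largest value was between 4 and 131 reads. The limma fit called 18 of the 20, 10 downregulated and 8 upregulated, without adjustment. The paper's first upregulated circRNA, circRNA_2785, lies on chromosome 15 from 33614301 to 33639904 on the minus strand. It had 130, 0 and 131 reads in the LSRA libraries and 0 in each Sham library. The paper's first downregulated circRNA, circRNA_6438 on chromosome 5 from 90818736 to 90880617, had 0, 50 and 58 reads in the Sham libraries, and the second, circRNA_1547 on chromosome 10 from 108486117 to 108494849, had 51, 0 and 26. Both were at 0 in each LSRA library. These 3 had the same adjusted p of 0.39 from limma. The circRNA of Ttn, circRNA_5303 on chromosome 3 from 63717453 to 63744147, had 6, 5 and 6 reads in the LSRA libraries. The circRNA of Cntn1, circRNA_7883 on chromosome 7 from 133457254 to 133474655, had 8, 4 and 6 reads in the Sham libraries. Each was at 0 in the other group, so that the first was at least 1.89-fold higher and the second at least 2.00-fold lower in LSRA.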

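The 20 parental genes were tested in the FPKM values with limma on log2(FPKM + 0.1). Of these, 9 had an unadjusted p below 0.05, 5 higher and 4 lower in LSRA. With Benjamini-Hochberg adjustment there were 3, counted over all tested genes as well as over the 20 genes alone. Over all tested genes this count was 2 to 4 with other pseudocounts, filters and scalings, 1 with the replicate number in the model and 1 to 14 with each library left out. With other pseudocounts, filters and scalings the count of unadjusted p below 0.05 was 8 to 10, and with each library left out it was 4 to 15. With the replicate number in the model, where same-numbered libraries are different rats, the unadjusted count was 8. The 3 genes were LOC100911413, Ttc7a and Arpc2, all higher. LOC100911413 had 0.374 ± 0.0874 FPKM (SD, n = 3) in Sham and 11.8 ± 5.50 FPKM (SD, n = 3) in LSRA, a log2 fold change of 4.57 (standard error 0.33, adjusted p = 0.00251 from limma). Ttc7a had a log2 fold change of 1.41 (standard error 0.23, adjusted p = 0.0155 from limma), and Arpc2 of 0.61 (standard error 0.15, adjusted p = 0.0434 from limma). Over all these settings the adjusted p from limma was 0.000397 to 0.0316 for LOC100911413, 0.000479 to 0.0761 for Ttc7a and 0.00091 to 0.156 for Arpc2. Ttn had 0.486, 0.532 and 0.668 FPKM in the Sham libraries and 1.85, 145 and 1.58 FPKM in LSRA replicates 1, 2 and 3. Its log2 fold change of 3.57 had a standard error of 1.69 and an adjusted p of 0.159 from limma, and without LSRA replicate 2 the log2 fold change was 1.46. Cntn1 had 120 ± 8.61 FPKM (SD, n = 3) in Sham and 42.8, 31.5 and 97.7 FPKM in the LSRA libraries. Its log2 fold change was -1.24 (standard error 0.40, adjusted p = 0.0749 from limma).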

We found that, among the parental genes of these 20 differentially expressed circRNAs, 11 out of 20 genes were also differentially expressed in LSRA samples (*p* < 0.05), and the most significantly changed parental gene for up- and down-regulated circRNAs are Ttn and Cntn1, respectively. Furthermore, the GO and KEGG analyses results showed distinct functions of the parental genes of these circRNAs, such as the cAMP signaling pathway, the TGF-beta signaling pathway and the cGMP - PKG signaling pathway.

### Identification and functional annotation of differentially expressed messenger RNAs

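For mRNAs, the authors mapped the same libraries to Rnor_6.0 with HISAT2 and gave expression as FPKM, fragments scaled to transcript length and library size, from Cufflinks. Of 22601 genes listed, 3305 were at 0 in every library, and 17851 to 17993 genes were above 0 per library. Summed FPKM was 334647 ± 4994 (SD, n = 3) in the Sham group and 361519 ± 12349 (SD, n = 3) in the LSRA group. The read counts behind FPKM are not used here, so the depth of each gene is unknown. Genes with a mean of at least 0.1 FPKM over the 6 libraries, 16336 in all, were tested with limma on log2(FPKM + 0.1). Fold changes of genes near 0.1 FPKM are understated on this scale.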

Then the differentially expressed mRNAs were also analyzed. The scatter plot and volcano plot filtering showed differentially expressed mRNAs identified by *p* values and foldchange between Sham and LSRA group (Figures 3A,B). In all, 2263 mRNAs were indentified to be differentially expressed between the two groups with |fold change| ≥ 2 and *p* < 0.05, of which 1471 mRNAs were upregulated and 792 mRNAs were downregulated (Supplementary Data S6). 

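With the same thresholds, the limma fit on log2(FPKM + 0.1) gave 2275 mRNAs, 1339 upregulated and 936 downregulated. After Benjamini-Hochberg adjustment, 2823 mRNAs had an adjusted p below 0.05 whatever their fold change, 2156 higher and 667 lower in LSRA. Of the paper's list, 1997 mRNAs could be read, and 1946 of these were tested here. All 1946 had the same direction, 1705 passed both thresholds, and 1136 had an adjusted p below 0.05 from limma. Groups did not overlap for 7612 of the 16336 mRNAs (46.6%, where chance gives 10%). Among the largest changes at an adjusted p below 0.05 were those of Myh6, with a log2 fold change of 6.47 (standard error 0.16, adjusted p = 0.000144 from limma), and Ucn2, with 6.15 (standard error 0.72, adjusted p = 0.0072 from limma). On the lower side these were Hes5 with -2.95 (standard error 0.33, adjusted p = 0.00663 from limma), Cldn20 with -2.72 (standard error 0.44, adjusted p = 0.0151 from limma) and Tmprss7 with -2.57 (standard error 0.51, adjusted p = 0.025 from limma). Hes5 had 1.95 ± 0.192 FPKM (SD, n = 3) in Sham and 0.179 ± 0.104 FPKM (SD, n = 3) in LSRA. Among the settings with all 6 libraries, a pseudocount of 1 FPKM moved the calls most, to 786 upregulated and 425 downregulated. Quantile normalization gave 1098 and 1273 and centring on library medians gave 1158 and 1190, so that the upregulated share of 58.9% became 46.3% and 49.3%. Without LSRA replicate 3 there were 1854 and 1855. With the replicate number as a block, 1328 mRNAs were upregulated and 858 downregulated, and 228 and 12 had an adjusted p below 0.05 from limma. Same-numbered Sham and LSRA libraries are different rats, and the mean correlation of their deviations from the group means was -0.14.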

The hierarchical clustering also showed distinguishable expression levels of these differentially expressed mRNAs (Figure 3C).

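Across the 16336 tested mRNAs, Pearson's r of log2(FPKM + 0.1) was 0.985 to 0.989 between Sham libraries and 0.931 to 0.960 between LSRA libraries. LSRA replicate 3 had r of 0.965 to 0.966 to the Sham libraries and 0.931 to 0.960 to the other LSRA libraries. An average-linkage tree on 1 minus r over these mRNAs placed LSRA replicate 3 with the 3 Sham libraries and LSRA replicates 1 and 2 on the other branch. Over the 2275 mRNAs chosen by the thresholds, the libraries parted into 3 Sham and 3 LSRA, which their selection builds in. Among 864 mRNAs at least 2-fold higher in both LSRA replicates 1 and 2 than in the Sham mean, with at least 5 FPKM, LSRA replicate 3 showed a median of 39.4% of the change. Among 961 mRNAs at least 2-fold lower it showed a median of 23.1%.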

**FIGURE 3:**
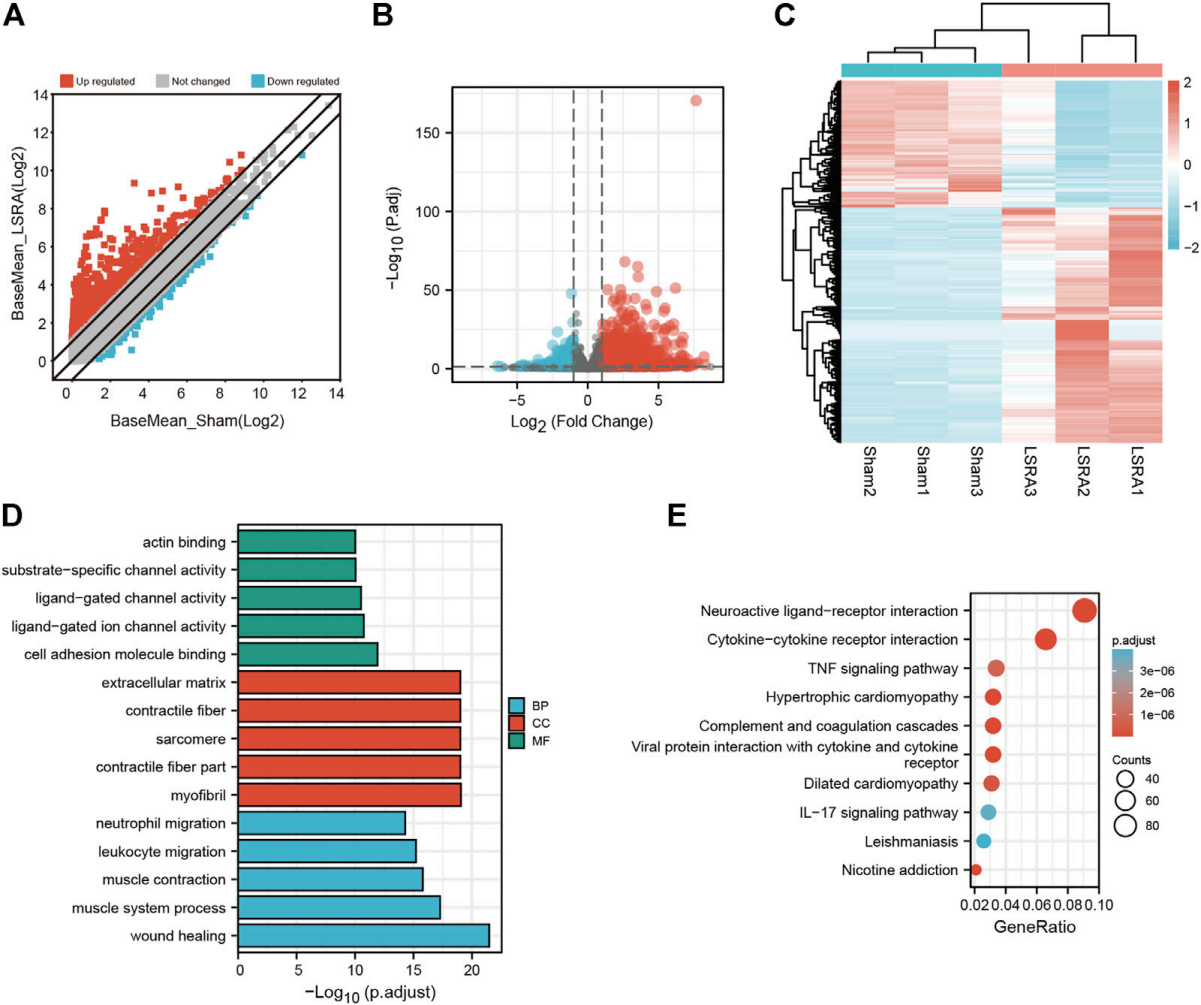
Identification and functional annotation of differentially expressed mRNAs. **(A)** Volcano plot of mRNA expression between the Sham and LSRA groups. **(B)** Scatter plot of mRNA expression between the Sham and LSRA groups. **(C)** Hierarchical clustering analysis of mRNAs that were markedly differentially expressed (|fold change| ≥ 2 and *p* < 0.05). **(D)** Top five enriched GO terms for the differential expressed mRNAs. **(E)** Top 10 enriched KEGG terms of differential expressed mRNAs. mRNAs, messenger RNAs; LSRA, lumbosacral spinal root avulsion; GO, Gene Ontology; KEGG, Kyoto Encyclopedia of Genes and Genomes.

Moreover, functional annotation of differential expressed mRNAs were also performed by GO and KEGG pathway analyses (Supplementary Datas S7, S8). The top five enriched GO terms in different domains for differential expressed mRNAs were showed in Figure 3D, and as indicated in Figure 3E, the top three enriched KEGG pathways are “Neuroactive ligand-receptor interaction”, “Cytokine-cytokine receptor interaction”, “TNF signaling pathway”, respectively.

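The direction of each pathway was taken from the genes that Supplementary Data 8 counts in it, as tested with limma on FPKM here. For "Neuroactive ligand-receptor interaction", 63 of 66 genes were tested, 12 passed both thresholds as upregulated and 43 as downregulated, and the median log2 fold change was -1.13. At an adjusted p below 0.05 from limma, 8 were higher and 11 lower. For "Cytokine-cytokine receptor interaction", 62 of 63 genes were tested, 56 were upregulated and 2 downregulated, the median log2 fold change was 1.99, and 45 were higher and 3 lower after adjustment. All 33 genes of the "TNF signaling pathway" were tested, 30 were upregulated and 1 was downregulated, with a median of 2.16, and 27 were higher and 1 lower after adjustment. These genes were chosen by the paper as differentially expressed in the same libraries, so their shares are no independent test of it.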

### Validation of randomly selected circular ribonucleic acids and messenger RNAs

We randomly selected eight circRNAs and eight mRNAs to verify the circRNA and mRNA expression profiles. qRT-PCR analysis was performed on samples from the Sham and LSRA groups, and the expression levels of circRNAs and mRNAs were normalized to Gapdh expression levels.

As shown in Figure 4A, the expression of circRNA_6405, circRNA_0320, circRNA_1538 and circRNA_1211 were markedly upregulated in the LSRA group, while the expression of circRNA_8944, circRNA_0336, circRNA_4914 and circRNA_7025 were significantly downregulated. 

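Fig. 4A also plots the RNA-seq values, n = 3 for each group. Reads are given for Sham replicates 1, 2 and 3 and then for LSRA replicates 1, 2 and 3. circRNA_6405, on chromosome 5 from 75968777 to 75975620, had 3, 0 and 0 reads and then 5, 4 and 5, at least 1.56-fold higher in LSRA against the floor of 3 reads. circRNA_0320, on chromosome 1 from 119464809 to 119545970, had 0, 11 and 0 and then 11, 13 and 15 reads, a log2 fold change of 2.63 (standard error 0.86). circRNA_1538, on chromosome 10 from 104956981 to 104999940, had 2, 0 and 0 and then 12, 12 and 2 reads, at least 2.90-fold higher. circRNA_1211, on chromosome 10 from 53717235 to 53782993 and assigned to Myh2, had 3, 3 and 0 and then 2, 710 and 2 reads. Its log2 fold change of 2.91 had a standard error of 1.68 and did not pass the p-value threshold, and it ranged from 0.26 to 4.23 under the other settings and with each library left out. circRNA_8944, on chromosome X from 13905156 to 13917538, had 2, 7 and 5 and then 0, 0 and 2 reads, at least 1.55-fold lower. circRNA_4914, on chromosome 20 from 20403689 to 20411476, had 5, 4 and 0 and then 0, 0 and 3 reads, and its log2 fold change of -0.97 (standard error 0.93) did not pass either threshold. circRNA_7025, on chromosome 6, had 4, 7 and 2 reads in Sham and 0 in each LSRA library. It was at least 1.43-fold lower, with a log2 fold change of -2.33 (standard error 0.72) on the log2(SRPM + 10) scale. No such bound was obtained with equal SRPM totals, with centring on circRNAs detected in all libraries or without Sham replicate 2. With each library left out, the log2 fold change on this scale was -2.67 to -1.98. Of the 8 circRNAs, 6 passed both thresholds without adjustment, and for 7 the adjusted p was 0.39 and for circRNA_4914 it was 0.674 from limma. In SRPM, groups did not overlap for 5 of the 8, circRNA_6405, circRNA_0320, circRNA_1538, circRNA_0336 and circRNA_7025 (exact permutation test, two-sided p = 0.1 for each, where chance gives 10%). For circRNA_0320 and circRNA_1538 the nearest Sham and LSRA libraries had the same number of reads and were parted by the scaling to library size.

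**Figure D2:**
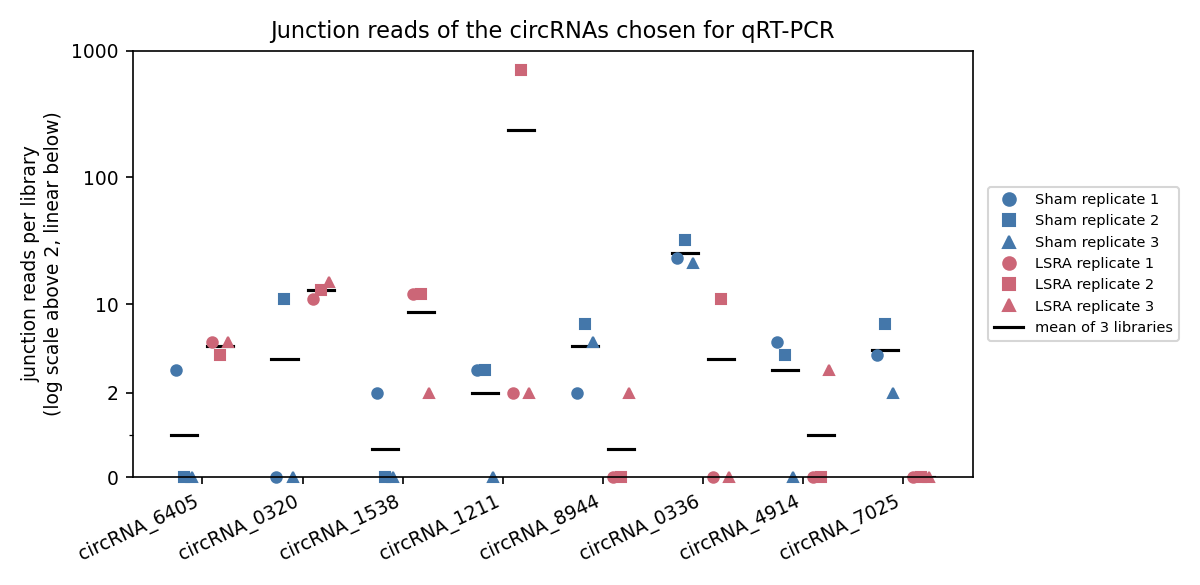
Junction reads per library of the 8 circRNAs chosen for qRT-PCR, on an axis that is logarithmic above 2 reads and linear below. Points are the 6 RNA-seq libraries and lines the means of 3 libraries. circRNA_1211 has 710 reads in LSRA replicate 2 and at most 3 in any other library, and circRNA_7025 has 0 in all LSRA libraries.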

Likewise, the expression levels of the eight randomly selected mRNAs are also in accordance with the RNA-seq results (Figure 4B). These data indicates the high credibility of our RNA-seq profiles.

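In the RNA-seq values plotted in Fig. 4B, n = 3 for each group, Myh6 had 0.0726 ± 0.0182 FPKM (SD, n = 3) in Sham and 15.2 ± 1.18 FPKM (SD, n = 3) in LSRA. Slpi had 0.768 ± 0.215 and 44.0 ± 23.1 FPKM, a log2 fold change of 5.56 (standard error 0.42, adjusted p = 0.0029 from limma). Fosl1 had 0.226 ± 0.0467 and 10.4 ± 2.83 FPKM, a log2 fold change of 4.98 (standard error 0.26, adjusted p = 0.00169 from limma), and Tarm1 had 0.0783 ± 0.0385 and 1.89 ± 1.04 FPKM, a log2 fold change of 3.38 (standard error 0.42, adjusted p = 0.00797 from limma). Among the lower mRNAs, Cela3b had 1.10 ± 0.111 and 0.175 ± 0.0822 FPKM, a log2 fold change of -2.17 (standard error 0.29, adjusted p = 0.00993 from limma), and Col26a1 had 2.46 ± 0.63 and 0.711 ± 0.281 FPKM, a log2 fold change of -1.70 (standard error 0.35, adjusted p = 0.0265 from limma). Scn11a had 0.0705, 0.0701 and 2.70 FPKM in Sham replicates 1, 2 and 3 and 0.0527, 0.0325 and 0.0395 FPKM in the LSRA libraries. Its log2 fold change of -1.61 had a standard error of 1.10 and an adjusted p of 0.299 from limma, and without Sham replicate 3 the log2 fold change was -0.27. P2rx3 had 0.645, 0.591 and 4.65 FPKM in Sham and 0.468, 0.463 and 0.524 FPKM in LSRA. Its log2 fold change of -1.20 had a standard error of 0.75 and an adjusted p of 0.258 from limma, and without Sham replicate 3 it was -0.30. For all 8 mRNAs the Sham and LSRA libraries did not overlap (exact permutation test on FPKM, two-sided p = 0.1 for each). The paper describes the expression levels in qRT-PCR as in accordance with RNA-seq and takes this to indicate high credibility of its profiles.

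**Figure D3:**
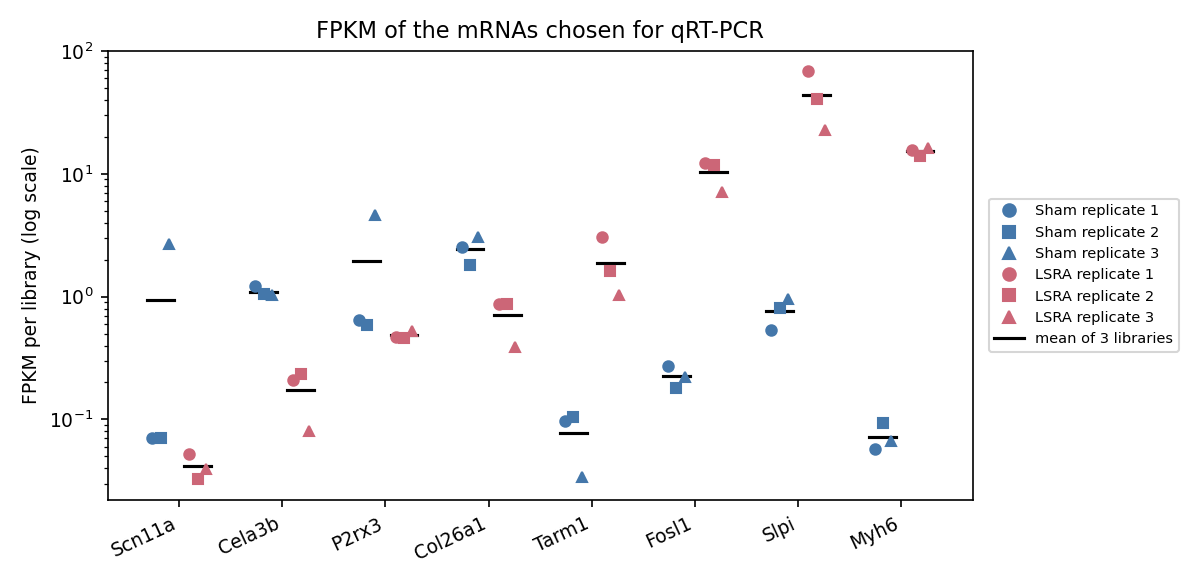
FPKM per library of the 8 mRNAs chosen for qRT-PCR, on a logarithmic axis. Points are the 6 RNA-seq libraries and lines the means of 3 libraries. Scn11a and P2rx3 reach 2.70 and 4.65 FPKM in Sham replicate 3 and lie below 1 FPKM in the other 5 libraries.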

**FIGURE 4:**
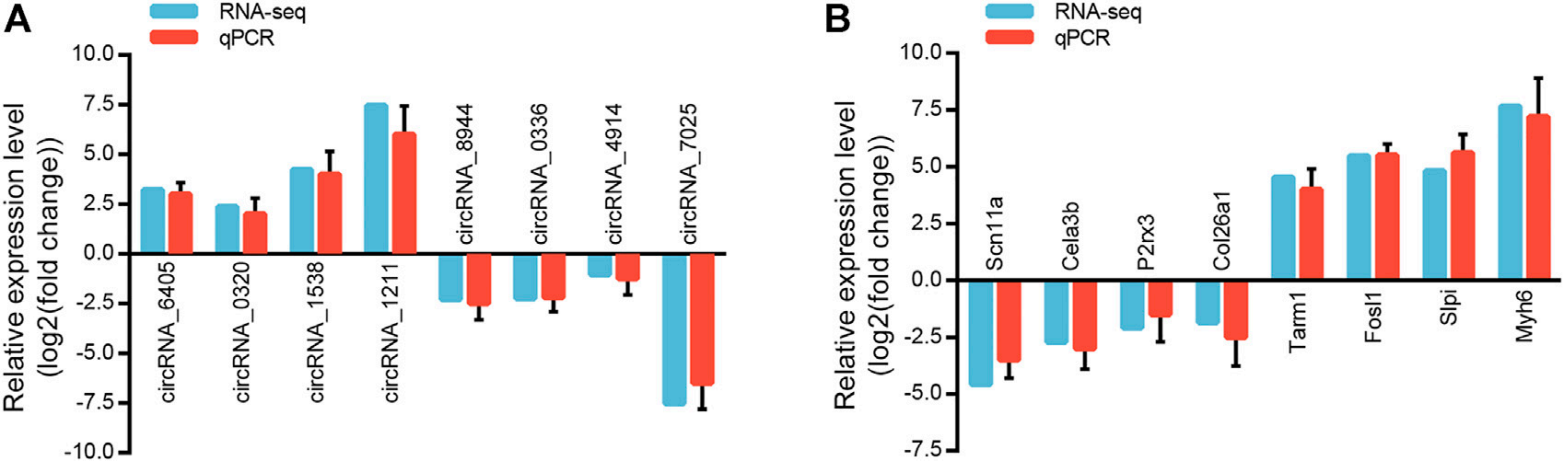
Validation of randomly selected circRNAs and mRNAs. **(A)** qRT-PCR analysis of eight randomly selected circRNAs (*n* = 3 for RNA-seq; *n* = 10 for qRT-PCR). The Y-axis represents the ratio of the relative expression of circRNAs in the LSRA group to that of the Sham group. **(B)** qRT-PCR analysis of eight randomly selected mRNAs (*n* = 3 for RNA-seq; *n* = 10 for qRT-PCR). The Y-axis represents the ratio of the relative expression of mRNAs in the LSRA group to that of the Sham group. circRNAs, circular RNAs; mRNAs, messenger RNAs; qRT-PCR, quantitative real-time polymerase chain reaction; LSRA, lumbosacral spinal root avulsion.

### Construction of the circular ribonucleic acid/microRNA/messenger RNA networks

To evaluate the potential functions of circRNAs, we then predicted targeted miRNAs of differentially expressed circRNAs through the miRanda databases. Cytoscape was used to construct a circRNA/miRNA network to illustrate the top 300 circRNA-miRNA interactions ranked by *p* value of the hypergeometric distribution (Supplementary Data S9). 

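The 300 interactions of Supplementary Data 9 could be read as 210 circRNAs and 64 miRNAs. The paper lists 71 of the 210 circRNAs as upregulated and 139 as downregulated. In the limma fit on log2(SRPM + 10), not scaled to an equal circRNA total, 45 of them passed both thresholds, 10 upregulated and 35 downregulated. The 210 circRNAs had a median of 9 junction reads over the 6 libraries. Of 30 circRNAs joined to rno-miR-667-5p, 1 was called upregulated and 1 downregulated here, and 16 were at 0 in all LSRA libraries. Of 23 joined to rno-miR-149-5p, 3 were called upregulated and 3 downregulated. Of 24 joined to rno-miR-1956-5p, the name under which the interactions list it, 3 were upregulated and 5 downregulated. MicroRNAs themselves were not analysed here.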

In all, 211 circRNAs and 65 miRNAs were showed in the network, and among these miRNAs, five miRNAs (rno-miR-1224, rno-miR-667-5p, rno-miR-149-5p, rno-miR-1956, and rno-miR-326-5p) were proven to be regulated by a larger number of circRNAs than other miRNAs (Figure 5).

**FIGURE 5:**
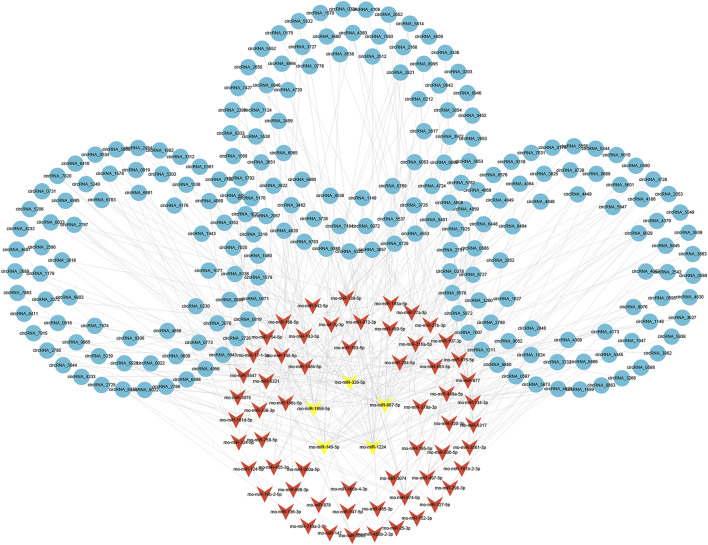
Construction of circRNA-miRNA network. The circRNA-miRNA interaction network for differentially expressed circRNAs. The top five miRNAs targeted by a larger number of circRNAs are marked in yellow. circRNAs, circular RNAs; miRNAs, microRNAs.

Of the five miRNAs, rno-miR-1224 and rno-miR-326-5p were previously reported to be involved in neuronal apoptosis (Huang et al., 2021; Wan and Xiao, 2022), and our previous studies demonstrated that neuronal apoptosis might be a key physiological process in LSRA (Jiang et al., 2014; Zhou et al., 2019c). To construct a circRNA/miRNA/mRNA network related to neuronal apoptosis, we further predicted targeted mRNAs of rno-miR-1224 and rno-miR-326-5p, and intersected them with differentially expressed mRNAs identified by RNA-seq. As showed in Figure 6A, 335 differentially expressed mRNAs were found to be targeted by rno-miR-1224 or rno-miR-326-5p, and four of them (Oscar, Mpped1, Rims4, Htra3) were predicted to be targeted by both miRNAs (Supplementary Data S10). 

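Of the paper's 335 mRNAs, 328 were tested in the FPKM values here, and 297 passed both thresholds in the limma fit, 165 upregulated and 132 downregulated. At an adjusted p below 0.05, 135 were higher and 48 lower. All 4 mRNAs shared by both miRNAs passed the unadjusted thresholds. Oscar had 0.124 ± 0.0432 FPKM (SD, n = 3) in Sham and 2.92, 0.846 and 0.897 FPKM in the LSRA libraries, a log2 fold change of 2.68 (standard error 0.49, adjusted p = 0.0202 from limma). Htra3 had 5.81 ± 1.31 and 20.6 ± 5.63 FPKM (SD, n = 3 each), a log2 fold change of 1.79 (standard error 0.26, adjusted p = 0.0112 from limma). Mpped1 had 8.76 ± 0.982 FPKM (SD, n = 3) in Sham and 3.08, 2.32 and 6.36 FPKM in LSRA, a log2 fold change of -1.26 (standard error 0.36, adjusted p = 0.0577 from limma). Rims4 had 5.64 ± 0.539 FPKM (SD, n = 3) in Sham and 2.13, 1.72 and 4.96 FPKM in LSRA, a log2 fold change of -1.06 (standard error 0.38, adjusted p = 0.0916 from limma). Rims4 lost the unadjusted threshold with a pseudocount of 1 FPKM and in each fit without one of the libraries other than LSRA replicate 3. Mpped1 also fell short of the fold change threshold with a library left out, where its weakest log2 fold change was -0.96. Before the intersection with differentially expressed mRNAs, 112 predicted targets of rno-miR-1224 and 1673 of rno-miR-326-5p were among the tested genes, from a list that for rno-miR-326-5p could be read only in part. The median log2 fold change was -0.00021 for the targets of rno-miR-1224, at percentile 24.8 of 10000 random lists matched on mean expression, and 7 were upregulated and 6 downregulated, with 11 higher and 7 lower at an adjusted p below 0.05. For the targets of rno-miR-326-5p it was -0.02 against 0.04 in the median random list, below all 10000 lists, and 128 were upregulated and 144 downregulated, with 225 higher and 85 lower at an adjusted p below 0.05. With limma's camera test, which allows for correlation between genes, p was 0.664 and 0.289, and with the replicate number as a block it was 0.648 and 0.258. The paper joins these mRNAs with both miRNAs and their circRNAs in a network that it relates to neuronal apoptosis.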

KEGG pathway analysis also revealed that these mRNAs were significantly enriched in “MARK signialing pathway” and “Calcium signaling pathway”, which were associated with apoptosis (Figure 6B). 

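Of the 29 circRNAs joined to rno-miR-1224 in Supplementary Data 9, the paper lists 7 as upregulated and 22 as downregulated. In the limma fit here, which was not scaled to an equal circRNA total, 0 passed both thresholds as upregulated and 4 as downregulated. The junction reads of the 29 over the 6 libraries had a median of 13. Of the 19 circRNAs joined to rno-miR-326-5p, 7 and 12 are listed by the paper, and 3 passed as upregulated and 4 as downregulated, with a median of 9 reads. In all, 10 of the 29 and 9 of the 19 were at 0 in all LSRA libraries. A single circRNA was joined to both miRNAs.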

Then, 29 circRNAs targeting rno-miR-1224 and 19 circRNAs targeting rno-miR-326-5p were identified and a circRNA/miRNA/mRNA network was illustrated using Cytoscape software. Interestingly, circRNA_7025, a circRNA that was verified to be downregulated after LSRA, was predicted to be the target of both rno-miR-1224 and rno-miR-326-5p (Figure 6C).

**FIGURE 6:**
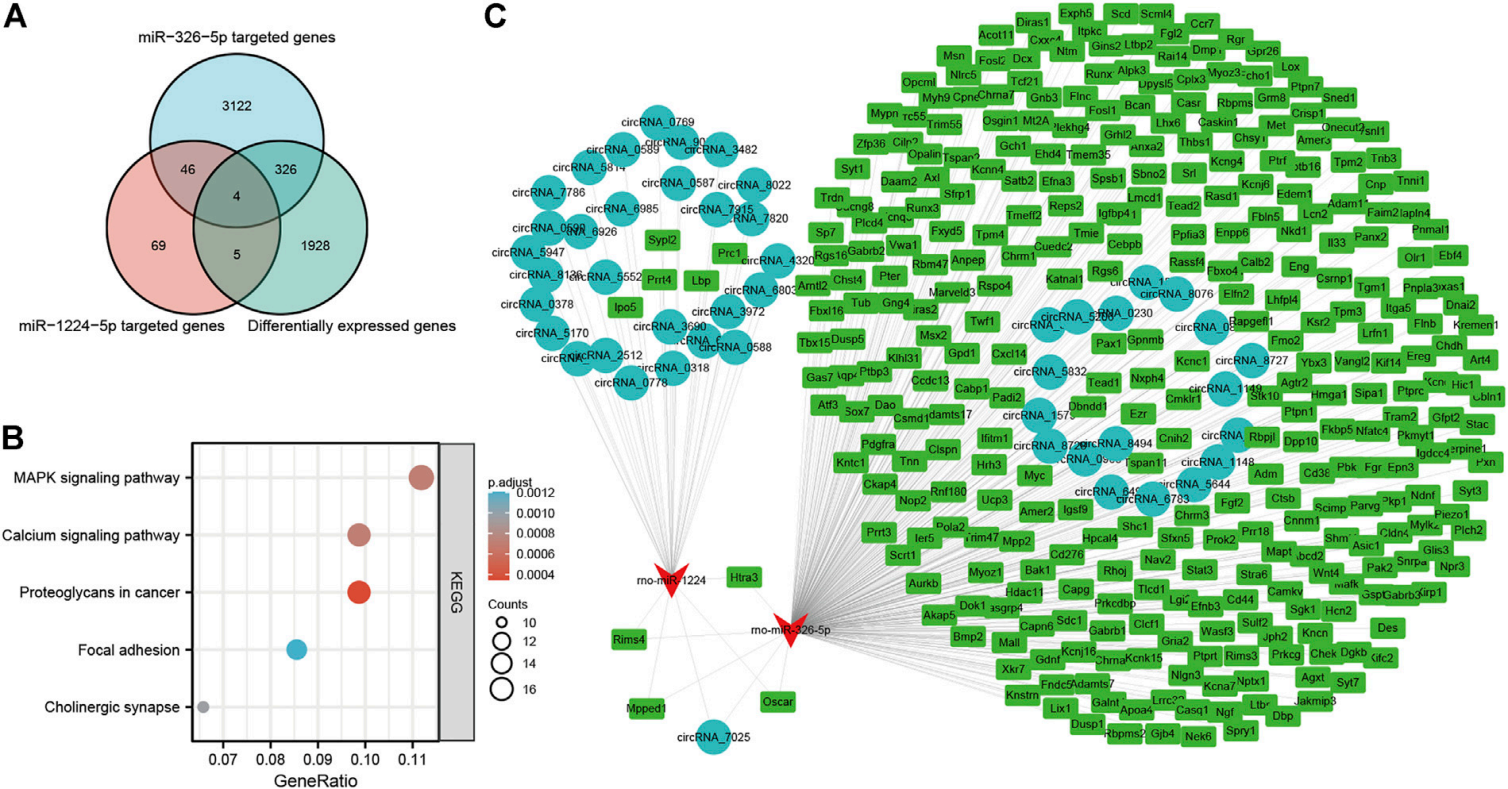
Construction of apoptosis-related circRNA-miRNA-mRNA network. **(A)** Venn diagram of differentially expressed mRNAs targeted by rno-miR-1224 and rno-miR-326-5p. **(B)** KEGG pathway analisis of differentially expressed mRNAs targeted by rno-miR-1224 and rno-miR-326-5p. **(C)** The apoptosis-related circRNA-miRNA-mRNAs interaction network of rno-miR-1224 and rno-miR-326-5p, and their targeted circRNAs and mRNAs. circRNAs, circular RNAs, miRNAs: microRNAs; mRNAs. messenger RNAs; KEGG, Kyoto Encyclopedia of Genes and Genomes.

### circRNA_7025 protects against neuronal apoptosis *via* the circRNA_7025- rno-miR-1224/rno-miR-326-5p axis

Furthermore, we found that circRNA_7025 was driven from exons 2 to 18 of the Atad2b gene on rat chr6, and the back-splice junction of circRNA_7025 was confirmed by Sanger sequencing (Figure 7A). 

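The circRNA table places circRNA_7025 on the plus strand of chromosome 6 of Rnor_6.0, from 29032002 to 29106327, a genomic span of 74326 bp that includes the introns between the exons. In the RNA-seq libraries, the linear mRNA of Atad2b had 6.06 ± 0.239 FPKM (SD, n = 3) in Sham and 6.35 ± 0.491 FPKM (SD, n = 3) in LSRA. Its log2 fold change was 0.07 (standard error 0.10, adjusted p = 0.656 from limma), and the groups overlapped (exact permutation test, two-sided p = 0.5). With quantile normalization and with centring on library medians the log2 fold change of Atad2b was below 0, at -0.000792 and -0.01, so that its direction was not resolved.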

We also designed specific convergent and divergent primers for circRNA_7025, and complementary DNA (cDNA) and genomic DNA (gDNA) were selected as the templates to perform PCR. Results showed that circRNA_7025 was amplified by divergent primers in cDNA but not in gDNA (Figure 7B), further confirming the existence of circRNA_7025. To reveal the potential role of circRNA_7025 in neuronal apoptosis, OGD treatment of primary spinal neurons was developed as an *in vitro* model to mimic the injured condition. The results showed that the expression of circRNA_7025 in primary neurons was downregulated after treatment of OGD, while the expression levels of Atad2b mRNA remained unchanged (Figure 7C). Furthermore, results also showed the expression of rno-miR-1224 and rno-miR-326-5p was upregulated OGD treated primary spinal neurons (Figure 7D). Then, an overexpression vector of circRNA_7025 was constructed to perform gain-of-function assays on neurons. As indicated in Figures 7E,F, apoptosis was induced in neurons after OGD treatment, and overexpression of circRNA_7025 markedly reduced the neuronal apoptosis rate, demonstrating an anti-apoptotic effect of circRNA_7025 in neurons.

**FIGURE 7:**
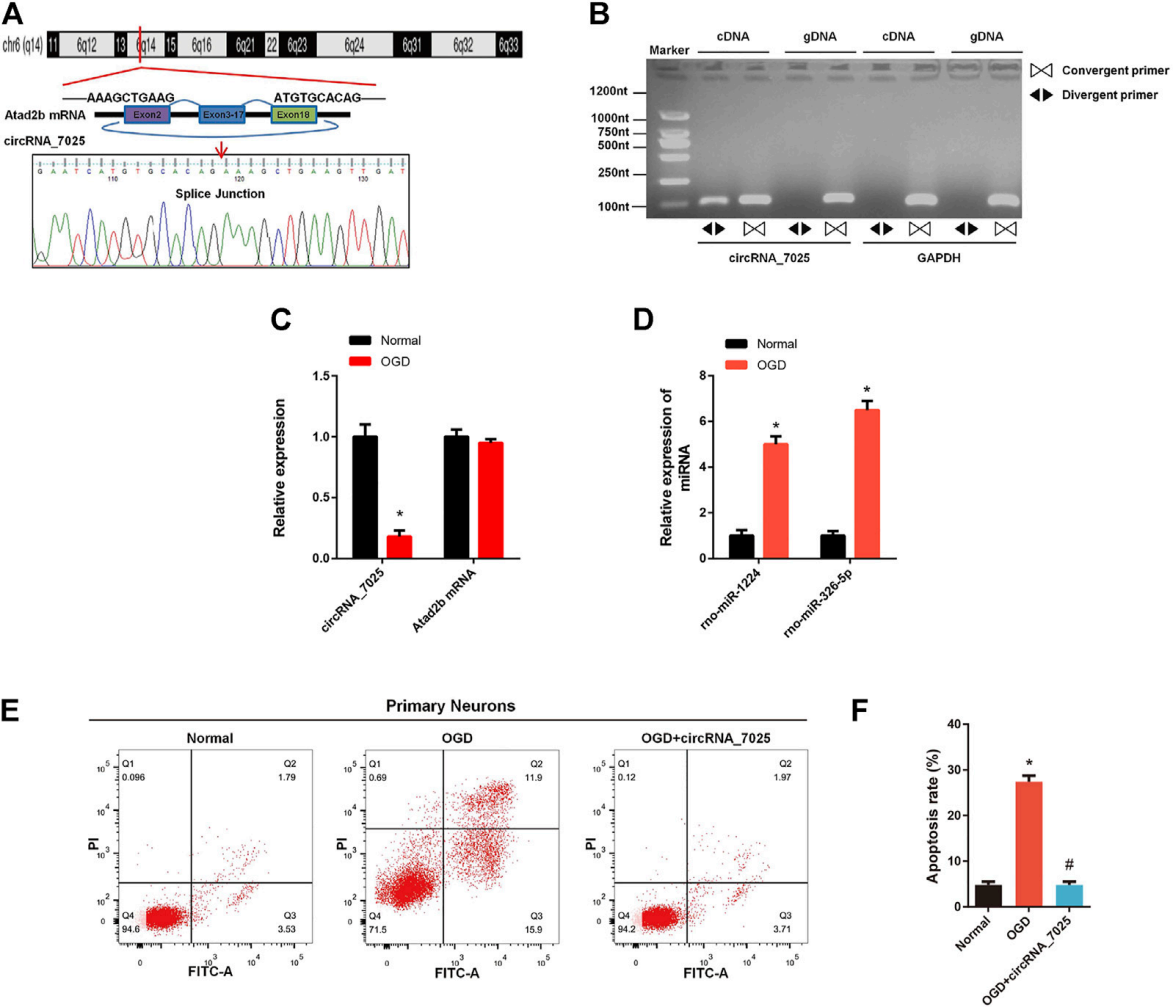
Effects of circRNA_7025 on OGD induced neuronal apoptosis. **(A)** Predicted splice junctions of circRNA_7025 were validated by Sanger sequencing. **(B)** PCR analysis for circRNA_7025 in cDNA and gDNA. Divergent primers amplified CircCDH13 from cDNA, but not from gDNA. **(C)** Relative expression level of circRNA_7025 and Atad2b mRNA after OGD treatment (*p < 0.05, *n* = 3). **(D)** Relative expression levels of rno-miR-1224 and rno-miR-326-5p in neurons after OGD treatment (*p < 0.05, *n* = 3). **(E)** The effect of circRNA_7025 on neuronal apoptosis was measured by flow cytometry. **(F)** The results of flow cytometry are presented as the apoptosis rate (*p < 0.05 vs. Normal group, #*p* < 0.05 vs. OGD group, *n* = 3). OGD, oxygen and glucose deprivation.

Then, we focused on rno-miR-1224 and rno-miR-326-5p, which have been reported to be associated with neuronal apoptosis. We found that both rno-miR-1224 and rno-miR-326-5p have a complementary binding site for circRNA_7025 (Figure 8A). The luciferase assay showed a significant reduction in luciferase intensity when mimics of rno-miR-1224 and rno-miR-326-5p were cotransfected with circRNA_7025 wild-type luciferase reporter vectors, while there were no change in luciferase intensity when the binding sites of rno-miR-1224 and rno-miR-326-5p in circRNA_7025 were mutated, confirming the binding relationship between circRNA_7025 and rno-miR-1224 and rno-miR-326-5p (Figure 8B). Moreover, we studied whether circRNA_7025 exerts a protective effect in neurons *via* interacting with rno-miR-1224 and rno-miR-326-5p. Flow cytometry showed that the inhibition of neuronal apoptosis after circRNA_7025 overexpression was partly suppressed by rno-miR-1224 and rno-miR-326-5p mimics (Figures 8C,D). Together, these results suggest that circRNA_7025 protects against neuronal apoptosis *via* the circRNA_7025- rno-miR-1224/rno-miR-326-5p axis.

**FIGURE 8:**
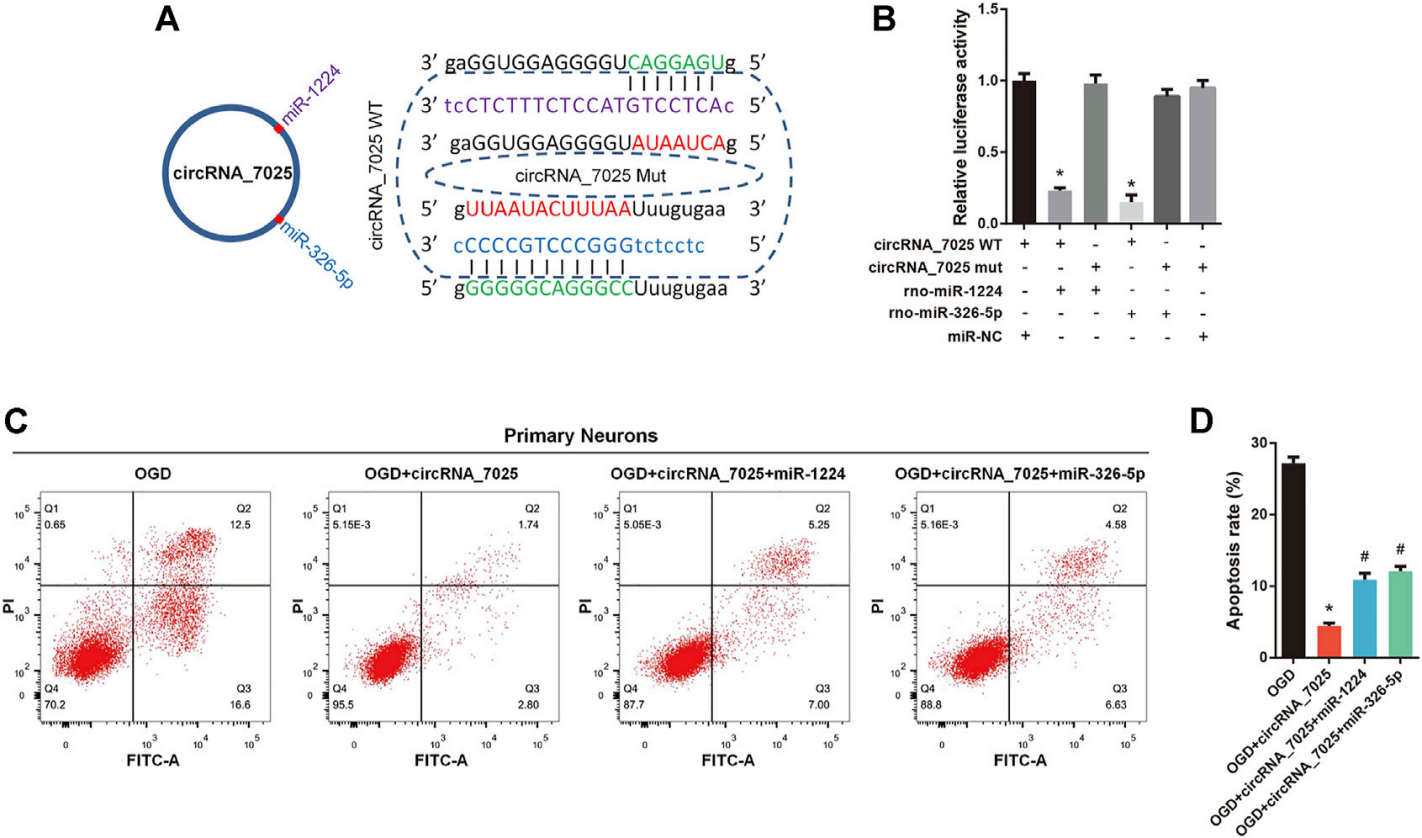
circRNA_7025 protects against neuronal apoptosis *via* the circRNA_7025- rno-miR-1224/rno-miR-326-5p axis. **(A)** Schematic diagrams of the predicted binding sites between circRNA_7025, rno-miR-1224 and rno-miR-326-5p, and construction of circRNA_7025 wild-type (WT) and mutant (Mut) luciferase reporter vectors. **(B)** Luciferase reporter assay for circRNA_7025 or circRNA_7025 mutant cotransfected with rno-miR-1224 and no-miR-326-5p mimics (*p < 0.05, *n* = 3). **(C)** Neuronal apoptosis was measured using flow cytometry. **(D)** The results of flow cytometry are presented as the apoptosis rate (*p < 0.05 vs. OGD group, #*p* < 0.05 vs. circRNA_7025 group, *n* = 3). OGD, oxygen and glucose deprivation.

## Discussion

Lumbosacral spinal root avulsion is usually caused by high-energy trauma such as traffic accidents and high falls, which causes a progressive loss of neurons in the corresponding spinal cord, and is currently considered to be the most challenging to treat with the most devastating outcomes among nerve injuries (Sidhu and Dhillon, 1991). It causes permanent disabilities including motor impairment and sensory deficits in the lower limbs, as well as bowel, bladder and sexual dysfunctions (Chin and Chew, 1997). Although LSRA has been studied for more than 50 years, the functional recovery is far from optimal (Lang et al., 2004). The main reason is the involvement of complex molecular and biological changes in LSRA, and we lack sufficient understanding of the pathophysiology process.

Due to the development of new sequencing methodologies and bioinformatic tools, circRNAs are becoming the focus of RNA study. Recent studies have shown that circRNAs are a novel heterogeneous class of noncoding RNAs that are widely involved in various forms of diseases, including peripheral and central nerve injury (Xie et al., 2018; Zhao et al., 2018; Zhou et al., 2018; Zhou et al., 2019b). However, there has been no report focused on the function of circRNAs in LSRA. In the present study, we explored the circRNAs expression profiles in the corresponding spinal cord tissues after LSRA and found a group of differentially expressed circRNAs and mRNAs. Then, qRT-PCR revealed that the expression levels of randomly selected circRNAs and mRNAs were in accordance with the sequencing results, thus confirming the credibility of the RNA-seq data. To date, our study is the first one to revealing the expression profiles of circRNAs in the process of LSRA.

To predict the potential biological functions of differentially expressed circRNAs, the GO and KEGG pathway analyses were performed. GO enrichment analysis revealed multiple biological functions, which are associated with the physiological functions of neurons. KEGG analysis showed significant enrichment of differentially expressed circRNAs in pathways related to neuronal injury, such as the “MAPK signaling pathway” and “cAMP signaling pathway”. For example, previous evidence has shown that the MAPK signaling pathway plays a vital role in spinal cord injury and ischemic stroke (Tian et al., 2020; Zhang et al., 2021), while the cAMP signaling pathway is a critical regulator of neuronal apoptosis (Liu et al., 2020; Yu et al., 2022). Besides that, functional annotation also showed that the top five differentially expressed circRNAs were enriched in distinct GO and KEGG pathways, demonstrating important roles of these circRNAs may play in LSRA. These data preliminarily explored the potential functions of differentially expressed circRNAs identified by RNA-seq and proved that they are worthy of further investigation.

Emerging evidence has confirmed that circRNAs can act as competing RNAs of miRNAs and subsequently modulate their downstream functions. For example, circRNA HRCR was reported to be a sponge of miR-223 and protects the heart against hypertrophy and heart failure (Wang et al., 2016). CircPSMC3 contributes to the progression of gastric cancer by sponging miRNA-296-5p (Rong et al., 2019). Circ-MALAT1 functions as a microRNA sponge to promote self-renewal of hepatocellular cancer stem cells (Chen et al., 2020). To determine the potential functions of differentially expressed circRNAs, we also constructed a circRNA-miRNA network, and an interaction network of 211 circRNAs and 65 miRNAs was obtained, suggesting that these circRNAs can also function as sponges of miRNAs.

Previous studies showed that apoptosis was implicated in the pathophysiology of both central and peripheral nerve injury (Eldadah and Faden, 2000; Jia et al., 2020), and our previous work demonstrated that neuronal apoptosis was also induced in LSRA and might be a key factor restricting the surgical repair effects (Jiang et al., 2014; Zhou et al., 2019c). Specifically, among the predicted miRNAs, rno-miR-1224 and rno-miR-326-5p have been reported to be involved in neuronal apoptosis (Huang et al., 2021; Wan and Xiao, 2022), suggesting that they are likely to be involved in LSRA by regulating neuronal apoptosis. Moreover, we also identified differentially expressed mRNAs targeted by rno-miR-1224 and rno-miR-326-5p, and KEGG pathway analysis revealed that these mRNAs were also significantly enriched apoptosis-associated signaling pathway. Given that circRNAs can function as miRNA sponges and modulate gene expression by competitive binding with miRNAs (Memczak et al., 2013), a circRNA-miRNA-mRNA network related to neuronal apoptosis were constructed to further identified interacting relationships among circRNAs, miRNAs and mRNAs. Interestingly, circRNA_7025, a circRNA that was verified to be downregulated after LSRA, was predicted to be the target of both rno-miR-1224 and rno-miR-326-5p, further indicating a potential role that circRNA_7025 plays in neuronal apoptosis.

OGD treatment is regarded as an *in vitro* model of nerve injury and is widely used for functional studies (Ryou and Mallet, 2018; Salvador et al., 2018). To further verify our hypothesis, gain-of-function and rescue-function experiments were performed on primary spinal neurons subjected to OGD. First, the existence of circRNA_7025 was confirmed by Sanger sequencing, and qRT-PCR results confirmed that the expression levels of circRNA_7025 were negatively correlated with the two miRNAs. Then, a luciferase assay confirmed the binding relationship between circRNA_7025 and rno-miR-1224, and rno-miR-326-5p. Finally, flow cytometry showed that neuronal apoptosis induced by OGD was markedly reduced by overexpression of circRNA_7025, while this effect was partly suppressed by rno-miR-1224 and rno-miR-326-5p treatment. All the data suggests that the circRNA_7025 protects against neuronal apoptosis *via* the circRNA_7025- rno-miR-1224/rno-miR-326-5p axis.

This is the first study to characterize the circRNA expression profiles and explore their potential functions and mechanisms in LSRA. However, there are several limitations in this study. First, our results explored the differentially expressed circular RNAs of the samples after LSRA for 1 d, and further studies are needed on time-dependent changes in circRNAs and the precise mechanisms of molecular regulation of circRNAs. Second, we found that circRNA_7025 might protect against neuronal apoptosis *via* the circRNA_7025- rno-miR-1224/rno-miR-326-5p axis by bioinformatic analysis and *in vitro* experiments. Further *in vivo* studies will be needed to verify our results, and investigations should be conducted on other differentially expressed circRNAs and their regulatory mechanisms. Third, although rats share a high degree of sequence homology with humans, all the data obtained in this study were based on rats, further studies are needed to determine if these results can be successfully applied to humans.

In conclusion, base on bioinformatic analysis and circRNA/miRNA/mRNA interaction networks, our study identified that circRNA alterations were involved in the LSRA model of rats and predicted their potential functions. In addition, we also confirmed that circRNA_7025, a downregulated circRNA, plays an anti-apoptotic role in LSRA *via* the circRNA_7025/rno-miR-1224/rno-miR-326-5p axis. The findings improve our understanding of the pathogenic mechanisms and enable us to identify new molecular targets for treating neuronal apoptosis after LSRA.

## Data Availability

The data presented in the study are deposited in the Gene Expression Omnibus (GEO), accession number GSE203053.

# Supplementary material for: Bioinformatic analysis of circular RNA expression profiles in a rat lumbosacral spinal root avulsion model
**Source:** Front Genet. 2022 Aug 12;13:920493. doi: 10.3389/fgene.2022.920493
**Supplement:** Supplementary file 3

## Supplementary Data 1 Primers used for qRT-PCR.

| **circRNA** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| **circRNA_1211** | CGGGAAGACTGTGAACACGA | CACAGATTCGGGCCAATGGA |
| **circRNA_1538** | TCCCAGGTTCAAGCCTTTGG | ACAGGGGCAACTCCAGAAAC |
| **circRNA_6405** | TGAATTGGCGGCTTTGTTCT | CACCGTAATACACGCTGTGC |
| **circRNA_0320** | TTGGGAGAGATGAACGAGGAG | TAGCTTCAGCACCATCTTGGA |
| **circRNA_4914** | ACGGAGAGACCTGGAAGGAA | TGTCTGCTGCCCAACTGTAG |
| **circRNA_0336** | AGCCATGCTTTCTCTCAGCA | AGCACATGGGCACATCGTTA |
| **circRNA_8944** | TTCTGCTTACACCACCAGGC | GATGAAGTCAGAGAGGCCCG |
| **circRNA_7025** | GGGAACGAGGTTCAGGACAG | GTTTCAAAGTGCGCTTGGCT |
| **rno-miR-326-5p** | CAGGGCCTTTGTGAA | TCAACTGGTGTCGTGG |
| **rno-miR-1224** | GTGAGGACTCGGGAGGTGG | AGCTCAGACCCCTTTACCAC |
| **Scn11a** | GAAAAAGTTAGGTGGCCAAGACAT | GTTGGGCTGGCCTTCAGATT |
| **Cela3b** | TCATGGGCCTCAGAAACACT | TGTTGTTCTTGCTGGTGTCG |
| **P2rx3** | TGGACAGGATTTTGCCAAGC | CTGAAGTTGTAGCCAGGGGA |
| **Col26a1** | CTGTCAACTTTGTGTCCCGG | TGGTGTTGTTGTTGTTGGCA |
| **Tarm1** | ATGATCCTCGTCTACCTGCG | CAGGATCTTCAGGGGTCTCC |
| **Fosl1** | ATGTTTTGTGAGCTGCCCTG | CATGCCCAGGTCAAAGATCG |
| **Slpi** | TTCTCTCCAGCCCTTTCCAG | AAAGCGGTCTGACTCCTTGA |
| **Myh6** | GTGGGCAAGTGTCATCGTTT | AGACATCCTGAGAGAGTGCG |

How the deposited data were processed for this re-analysis (not part of the article)

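The data are RNA-seq libraries of rat spinal cord at L4 to L6, taken 1 day after avulsion of the right L4 to L6 roots (LSRA) or after exposure of the roots alone (Sham). Each library was made from the pooled tissue of 3 rats, and each group has 3 libraries, so n = 3 throughout and variation between single rats was averaged within each pool. The groups were taken from the labels of the libraries. Replicate numbers also come from these labels, and Sham and LSRA libraries of the same number are different rats.

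The authors trimmed the reads with Trimmomatic and made 3 tables of values from them. For circRNAs, the authors aligned the reads to Rnor_6.0 with BWA-MEM, called back-splice junctions with CIRI2 and gave junction reads scaled to the reads of each library, a unit of the RPM kind that the paper calls SRPM. In the deposited SRPM values, every value above 0 was a whole multiple of the value of 1 junction read in its library, with a minimum of 2 reads, and 11988 of 11988 values compared were equal to those of Supplementary Data 11. For mRNAs, the authors aligned the reads with HISAT2 and gave FPKM values from Cufflinks. For lncRNAs, the deposited signal values are not negative and not on a log scale, and how the authors made this signal is not stated in the paper. The authors tested differential expression with DESeq2, and these tests were not repeated. No per-sample column of the 3 tables was left unused.

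Values were analysed with R 4.3.3 and limma 3.58.1, and with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. LSRA was compared with Sham in each table with limma on log2 values, with a mean-variance trend and no blocking factor in the reported values, with 2186 mRNAs past the thresholds when the replicate number was a block. The pseudocount was 10 SRPM for circRNAs and 0.1 for the other 2 tables. The tested features were circRNAs detected in at least 2 libraries and mRNAs and lncRNAs with a mean of at least 0.1 over the 6 libraries. The thresholds were the paper's, an absolute log2 fold change of at least 1 and an unadjusted p below 0.05, and counts at an adjusted p below 0.05 (Benjamini-Hochberg) are given beside them. Single measures were compared by exact permutation of the 6 libraries, whose smallest two-sided p is 0.1. For 3 libraries against 3, chance lets 10% of features have groups that do not overlap. Lower bounds of fold changes of circRNAs were taken against a floor of 3 reads.

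Principal components were taken from centred and unscaled log2 values, and trees by average linkage on 1 minus Pearson's r. Gene lists were compared with 10000 random lists matched on mean expression in 50 bins and with limma's camera at an inter-gene correlation of 0.01. For the parental genes of circRNAs, camera was added after the random lists were seen, and was also run with the correlation estimated from the data. The lists of marker genes were written before the data were examined, except for the heart muscle list. The rule for naming genes was also set then. Named are the circRNAs and genes of the paper's text and Fig. 4, the 20 circRNAs of Supplementary Data 5 with their parental genes, and in each table the 3 features with the largest change in each direction among those with an adjusted p below 0.05, or an unadjusted p below 0.05 where fewer than 3 qualified, whose groups do not overlap. Files do not pair most lncRNA identifiers with names, and 103 identifiers were found in the reference table.

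The circRNA libraries held 16244 to 30828 junction reads, and the median value above 0 was 3 reads, so that for most circRNAs 1 library can differ from another by a few reads alone. The fits were tested on simulated data with 200 features changed by 2 on the log2 scale. With the changed features drawn from circRNAs with a mean of at least 10 reads, or mRNAs and lncRNAs with a mean of at least 1, an adjusted p below 0.05 was reached by 85% of changed circRNAs (3 of 4000 unchanged), 81% of changed mRNAs (3 of 16136 unchanged) and 63.5% of changed lncRNAs (10 of 4012 unchanged). For circRNAs of any depth, where the changed circRNAs had a median of 1.67 reads, 11% reached it and 0 of the unchanged did. In the same simulation 52% of changed and 94 unchanged circRNAs passed the unadjusted thresholds. Its dispersion of 0.0111 was taken from circRNAs detected in all 6 libraries, whereas the simulation of deeper circRNAs used a larger fixed one. The shares of 85% and 11% thus differ by more than depth. In a simulated gene set shifted by 0.5 the camera p was 7.57e-06, and in an unshifted set it was 0.626.

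Alternatives set before the data were examined were other pseudocounts and filters, other scalings of the libraries, limma without the trend, the replicate number as a block, and each library left out in turn. MicroRNAs, qRT-PCR values and the read counts of the supplementary data were not analysed here.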

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

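Apart from the test of exact zeros among lncRNAs, the tests in this part were chosen only after the result was seen.

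The lncRNA table, which the paper does not report on, differed between the groups. Of 4212 lncRNAs tested with limma, 521 passed the unadjusted thresholds, 257 higher and 264 lower in LSRA, and 29 had an adjusted p below 0.05, 24 higher and 5 lower. The adjusted p-values of the 29 lay between 0.0418 and 0.0464. Groups did not overlap for 980 lncRNAs (23.3%, where chance gives 10%). Under the naming rule, XR_592334.2 had a log2 fold change of -3.87 on the log2(value + 0.1) scale and is listed at 0 in each LSRA library, TCONS_00013324 had -2.54, TCONS_00014194 had 3.33 and TCONS_00031556 had 3.21, each in the direction shown by all 6 libraries. Of the 4 splits of the 6 libraries that part all 3 same-numbered Sham and LSRA libraries, 1, the real one, gave as many lncRNAs past the unadjusted thresholds, and 1 gave as many at the adjusted threshold. The other 3 gave 73 to 347 and 0 to 2. The 6 remaining splits part 1 such couple of libraries and gave 90 to 183 and 0 to 4. The number of splits is too small for this count to exclude a grouping by chance, whatever its outcome. A technical explanation is that exact zeros of the read assignment make the calls, and 3 of the 29 were at exactly 0 in every library of a group and 7 were under 0.001, so most calls did not rest on them. How the values were made is not known, and the 29 depend on the settings given below. An effect of avulsion on lncRNAs may remain as a hypothesis.

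Marker genes of cell types that the paper does not discuss also differed. The mean log2(FPKM + 0.1) of 15 skeletal muscle genes was 2.93 higher in LSRA than in Sham (exact permutation test, two-sided p = 0.1, n = 3 per group), with 0.78, 0.88 and 0.96 in the Sham libraries and 1.61, 8.15 and 1.64 in the LSRA libraries. All 15 of the 15 genes had their highest value in LSRA replicate 2, which fits skeletal muscle tissue in that sample. Without that library the difference was 0.75, under 0.5 times the whole, so that a change shared by all LSRA libraries does not account for most of it. A smaller rise in LSRA replicates 1 and 3 remains. Muscle RNA carried into the tissue at dissection is a candidate explanation for LSRA replicate 2, and no biological explanation was tested.

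The mean of 5 red blood cell genes was 0.69 higher in LSRA, and that of 7 neutrophil genes was 1.80 higher (exact permutation test, two-sided p = 0.1 for each, n = 3 per group). Blood in the tissue could raise both. The rise of the neutrophil list was larger than that of the red blood cell list by 1.11, and this difference was higher in all 3 LSRA libraries than in any Sham library (exact permutation test, two-sided p = 0.1, n = 3 per group). This argues against blood in the same proportions for the mean of the list, and not for each of its genes. The largest log2 fold changes were those of Lcn2, Cxcr2 and Csf3r, at 4.39, 3.44 and 2.55. S100a8, S100a9 and Mmp8 had 1.37, 1.44 and 1.49 (adjusted p = 0.0702, 0.105 and 0.126 from limma). The genes of the neutrophil list did not all move together. Of the 7, 4 were higher in every LSRA library than in any Sham library, and Ngp had a log2 fold change of -2.07 (adjusted p = 0.186 from limma). Neutrophils entering the injured cord may be a hypothesis, found and tested on the same data, and other mixtures of blood cells and expression of single genes of the list in other cells were not tested.

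The mean of 7 microglia and macrophage genes was 0.41 higher in LSRA (exact permutation test, two-sided p = 0.1, n = 3 per group), with 3 genes higher in every LSRA library than in any Sham library and 2 lower. The genes did not move together, and no explanation was tested. Of the 10 marker lists written beforehand, 7 had groups that did not overlap, where chance gives 10% for each list.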

How the results depend on the processing

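No test in this part was chosen after the result was seen, and 2 settings of the principal component analysis, named below, were. For the results below that moved, the cause was not tested. The tests with edgeR and DESeq2 on circRNA reads recovered from SRPM and on the read counts of Supplementary Data 12 were not run.

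The summed circRNA SRPM, LSRA against Sham, was 61.2% to 76.3% across the 6 fits that each left out one library, and the number of circRNAs detected per library, LSRA against Sham, was 68.1% to 78.4%. The camera p was 0.594 to 0.859 for targets of rno-miR-1224 and 0.172 to 0.547 for those of rno-miR-326-5p over all settings run. Each of the 10 marker lists kept its direction under all settings run for it.

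For circRNAs, the main counts were 45 up and 363 down, and 1 up and 0 down after adjustment (460 at unadjusted p below 0.05). A pseudocount of 1 SRPM gave 0 up after adjustment (394 at unadjusted p below 0.05). A pseudocount of 50 SRPM gave 15 up and 53 down, and 2 down after adjustment. With no filter, 9 up and 17 down passed adjustment. Equal SRPM totals gave 79 up and 158 down, and centring on circRNAs detected in all libraries 70 and 172, where the median log2 fold change moved from -0.48 to -0.16 and -0.15. Leaving out one library gave 47 to 96 up and 275 to 618 down, and 0 to 6 up and 0 to 244 down after adjustment. Of the 45 and 363 calls, 6 and 24 were made under each of the 8 settings with all 6 libraries.

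For mRNAs, a pseudocount of 1 gave 786 up and 425 down. Quantile normalization gave 1066 down after adjustment and centring 1121, against 667. Leaving out one library gave 1086 to 1854 up and 324 to 1855 down, and 252 to 4579 up and 24 to 3987 down after adjustment. Of the 1339 and 936 calls, 723 and 397 were made under each of the 8 settings.

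For lncRNAs, counts after adjustment were 8 up and 1 down with a pseudocount of 0.01, 2 and 1 with 1, 12 and 9 with no filter, 15 and 0 with a mean of at least 1 (384 at unadjusted p below 0.05), 4 and 1 with quantile normalization, 4 and 1 with centring, and 9 and 4 without the trend. A pseudocount of 1 gave 86 up and 69 down without adjustment, and a mean of at least 1 gave 120 and 122. Leaving out one library gave 178 to 315 up and 159 to 496 down, and 0 to 69 up and 0 to 107 down after adjustment. Of the 257 and 264 calls, 66 and 45 were made under each of the 8 settings.

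With the replicate number as a block, 0 circRNAs were up and 0 down after adjustment (346 at unadjusted p below 0.05), 228 mRNAs were up and 12 down, and 0 lncRNAs were up and 0 down (508 at unadjusted p below 0.05). Same-numbered libraries are different rats, and the mean correlation of their deviations was -0.036 for circRNAs, -0.064 for lncRNAs and -0.136 for mRNAs.

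The first principal component held 73.5% in circRNAs past the thresholds, 36.1% in the 500 most variable, 28.0% with a pseudocount of 1 and 34.4% with 50, and 31.4% to 36.8% with a library left out. The second held 10.3% and 21.0% in the first 2 of these, and 22.2% to 25.1% with a library left out. In the paper's circRNAs, chosen after seeing the data, they held 46.9% and 16.4%, and for SRPM without a log, also chosen after, 79.6% and 12.0%. Between circRNA and parental gene, over circRNAs of the paper's lists only, which were selected for their change, Pearson's r was 0.672 in the 64 of them detected in all libraries, against 0.356 in all 1618, and 0.327 with a pseudocount of 1, 0.380 with 50 and 0.308 to 0.370 with a library left out, and Spearman's rho was 0.614 in the same 64 and 0.235 to 0.306 with a library left out. The number of parental genes with p below 0.05 was 4 to 15 with a library left out.

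Directions reversed for 4 genes near 0. The log2 fold change of Atad2b was -0.000792 with quantile normalization and -0.00765 with centring. The log2 fold change of Kdm4c was -0.041 and -0.0393 with these and -0.0507 to 0.136 with a library left out, below 0 without LSRA replicate 3. The log2 fold change of Slc26a11 was -0.119 to 0.0476 with a library left out, above 0 at 0.0351 without Sham replicate 1 and 0.0476 without LSRA replicate 2. The log2 fold change of Vgll3 was -0.0567 to 0.678, below 0 without LSRA replicate 2. Over the other values of named features, 70 of 440 for circRNAs became weaker and 8 stronger, 22 of 526 for mRNAs weaker and 4 stronger, and 3 of 80 for lncRNAs weaker.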

Differences from the paper's values

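No test in this part was chosen after the result was seen, apart from 1 setting of the principal component analysis named below. The limma fit gave 45 upregulated and 363 downregulated circRNAs, 408 in all, against the paper's 591, 1117 and 1708, and none of the alternatives set before the data were examined closed these gaps. The first principal component held 30.3% against the paper's about 94% in Fig. 1A, read by eye. Restriction to circRNAs past the thresholds, set before the data were examined, brought it to 73.5%, within 1.5 times, and the other 3 such alternatives did not. SRPM without a log, chosen after seeing the values, gave 79.6%, on a component that parted Sham replicate 1 and LSRA replicate 3 from the other 4 libraries and not the groups. The second held 19.9% against the paper's about 3% in Fig. 1A, read by eye, and none of the alternatives set before closed this gap.

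The lower bound of the log2 fold change of circRNA_2787 was 6.95 against the paper's 3.66, and none of the alternatives set before closed the gap. The log2 fold change of Scn11a was -1.61 against the paper's -4.58, and none closed it. For Cela3b it was -2.17 against the paper's -2.71, closed with a pseudocount of 0.01 alone. For Fosl1 it was 4.98 against the paper's 5.46, closed with a pseudocount of 0.01 and without LSRA replicate 3. For Myh6 it was 6.47 against the paper's 7.66, closed with a pseudocount of 0.01 alone. For Ttn it was 3.57 against the paper's 6.43, which fell within the error without LSRA replicate 1 and without LSRA replicate 3. For Oscar it was 2.68 against the paper's 3.59, closed with a pseudocount of 0.01, without LSRA replicate 2 and without LSRA replicate 3. For Kdm4c it was 0.033 against the paper's -0.020, closed in sign with quantile normalization, with centring and without LSRA replicate 3. For Hes5 it was -2.95 against the paper's -3.52, closed with a pseudocount of 0.01 and without LSRA replicate 3. For Cldn20 it was -2.72 against the paper's -3.45, closed with a pseudocount of 0.01, with quantile normalization and without LSRA replicate 2. The remaining alternatives set before the data were examined did not close these gaps.

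The paper names Ttn and Cntn1 as the most changed parental genes of its top upregulated and downregulated circRNAs. Here, for upregulated circRNAs, LOC100911413 had the smallest adjusted p, 0.00251 from limma, with a log2 fold change of 4.57 and all 3 LSRA libraries above every Sham library. For downregulated circRNAs it was Smad1, with an adjusted p of 0.0557 from limma and a log2 fold change of 0.45, higher in all 3 LSRA libraries, and among the genes that were lower it was Cntn1. Adjusted p was 0.159 for Ttn and 0.0749 for Cntn1 from limma, with n = 3 per group. Ttn passed the unadjusted thresholds without LSRA replicate 2, at 1.46, and without LSRA replicate 3, at 4.68.

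The paper lists circRNA_1211, circRNA_4914, Scn11a and P2rx3 as changed, and none of the 4 passed the unadjusted thresholds in the RNA-seq values here. The paper also reports qRT-PCR of all 4 in other rats, which was not analysed here. circRNA_1211 passed them with no filter and with equal SRPM totals, and the other 3 under none of the alternatives set before. The paper describes the groups as distinct in its principal component analysis, and LSRA replicate 3 scored -3.41 here, between the Sham libraries and the other LSRA libraries. On the paper's own circRNAs, which were selected for parting the groups and were tried after seeing the data, it scored 21.8 beside 30.7 and 32.2 of the other LSRA libraries. The paper places upregulated and downregulated circRNAs on each of the chromosomes. Its own list holds both on each of the 21 autosomes and X, and 1 upregulated and 0 downregulated circRNAs on chromosome Y. Here upregulated circRNAs lay on 17 of the 21, and chromosome Y held neither. With 45 upregulated calls here against the paper's 591, chromosomes without a call are no test of its statement.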

Other observations

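The tests in this part were chosen only after the result was seen, except the thinning of reads and the splits of the libraries for the predicted targets.

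Of the 4 splits of the libraries that part all 3 same-numbered Sham and LSRA libraries, 1, the real one, gave as many circRNAs past the unadjusted thresholds and 3 gave as many at the adjusted threshold. For mRNAs, 1 of the 4 gave as many in each case. The other 3 gave 81 to 286 circRNAs, 0 to 4 after adjustment, and 33 to 796 mRNAs, 0 after adjustment. The 6 remaining splits, which part 1 such couple, gave 72 to 255 circRNAs, 0 to 1 after adjustment, and 31 to 151 mRNAs, 0 after adjustment. For the targets of rno-miR-1224 and of rno-miR-326-5p, 2 of the 4 gave as small a camera p each. The number of splits is too small for this count to exclude a grouping by chance, whatever its outcome.

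The lower circRNA sum in LSRA was set against 3 explanations. Library depth does not account for it, since the mean denominator was 99.8% of that of Sham. A few circRNAs with many reads do not either, since without the 10 largest the LSRA sum was 68.5% of that of Sham. Less RNA of the cells whose genes give the circRNAs could contribute. The parental genes of circRNAs called down had a median log2 fold change of -0.23, below all 10000 random lists, which treat genes as independent. The camera p was 1.62e-05 with an inter-gene correlation of 0.01 and 0.377 with the correlation estimated from the data, 0.267. The limit of 0.05 written for this test, after the random lists were seen, is met with the first and not with the second, so that this explanation was not resolved. The mean log2 of neuron markers fell by 1.18 and that of oligodendrocyte markers fell by 1.33 (exact permutation test, two-sided p = 0.1 for each, n = 3 per group). LSRA replicate 3 was near Sham, at 7.23 against 7.31 to 7.48 for neuron markers and 8.32 against 8.60 to 8.91 for oligodendrocyte markers. Schwann cell markers were at 8.76, 8.91 and 7.61 in LSRA replicates 1, 2 and 3 and at 7.65 to 8.25 in Sham (exact permutation test, two-sided p = 0.4). A lower output of circRNAs per cell cannot be told apart from less RNA of such cells in the samples, whatever its cause. The number of circRNAs detected follows the reads, since Sham libraries thinned to 19580 reads listed a mean of 3083, within the LSRA range of 2731 to 3581.

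Some circRNAs were listed at 0 in a library beside many reads in another library of the same group. Among 531 combinations of circRNA and group with at least 20 reads in a library, 42 had 0 in another, where sampling of few reads gives 0.199, so that sampling does not account for them. Examples chosen after their values were seen are circRNA_7706, with 100, 83 and 0 reads in Sham and 89, 90 and 83 in LSRA, and circRNA_9111, with 1837, 0 and 0 in Sham and 0, 0 and 1549 in LSRA. circRNA_2785, circRNA_6438 and circRNA_1547, leading circRNAs of the paper, are among them. Detection that varies between libraries could be a source, and 42 such combinations do not tell which step it lies in.

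In Sham replicate 3, all 12 of 12 dorsal root ganglion genes had their highest value, with a mean log2 of 2.02 against -0.06 and -0.04 in the other Sham libraries. Ganglion tissue in that sample is a candidate explanation for the lower Scn11a and P2rx3 in the LSRA libraries of the RNA-seq. It does not bear on the paper's qRT-PCR, which used other rats and which the paper describes as in accordance with RNA-seq. Without that library their log2 fold changes were -0.27 and -0.30. Both are among the 12 genes, so these fits restate their high values there and do not test the explanation separately. No biological explanation was tested.

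The rise of Myh6 was 6.54 without LSRA replicate 2, so that muscle tissue in that sample does not account for it. Nor do reads of Myh7 counted on Myh6, since Myh6 in that library was 0.876 times the mean of the other LSRA libraries where Myh7 was 11.4 times. For heart tissue in the LSRA samples, of the 3 chamber genes Nppa, Nppb and Myl7, 1 was higher in every LSRA library than in any Sham library, and of 15 heart genes, a list chosen after the values were seen, 8 were higher and 1 lower. The mean log2 FPKM of the list was 1.99 higher in LSRA, without overlap of the groups. Among the higher genes were Actc1, Tnni3, Mybpc3 and Tnnt2 (log2 fold changes of 5.29, 5.16, 3.79 and 3.09), whereas Myl2 was 0.0641, 3.27 and 0 FPKM and Myl7 0.119, 0 and 0.23 FPKM in the LSRA libraries. The source of Myh6 was not resolved. The 5 circRNAs that span Myh6 and Myh7 had spans of 25604 to 27768, a ratio of 1.08, the smallest of 355 loci with at least 5 overlapping circRNAs, whose median ratio was 11.6. This may come from reads of the linear RNA split over neighbouring paralogs, which would bear on circRNA_2787 and circRNA_2785. At the locus of circRNA_1211, 12 of 16 circRNAs were detected in LSRA replicate 2, the library with muscle RNA, and had at most 3 reads in every other library.

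LSRA replicate 3 lay nearer to Sham. The median share of the change was 16.3 percentage points larger for genes higher in the other LSRA libraries than for genes lower there. With libraries scaled to the same median, tried after the first difference was seen, the difference was 5.74 points, so that whether LSRA replicate 3 holds a constant share of Sham-like RNA depends on the scaling and cannot be told apart from a weaker or different response.

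Among the 673 circRNAs of the paper's list at 0 in all LSRA libraries, Spearman's rho of the paper's p with the Sham mean was -1, and with the coefficient of variation 0.00831. The paper's p-values may thus follow the group mean alone, without the spread between libraries. Its log2 fold changes were shifted by 0.519 from those of the SRPM means for 834 of 835 circRNAs detected in both groups, the exception being circRNA_2787. This differed by 0.00109 from the log2 ratio of the sums, 0.517, which is consistent with scaling to an equal circRNA total.

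If circRNAs that fell released their miRNAs, predicted targets might be lower. The camera p was 0.664 for rno-miR-1224 and 0.289 for rno-miR-326-5p, and 0.735 and 0.547 with the inter-gene correlation estimated from the data. The median log2 fold change of the rno-miR-326-5p targets, -0.02, was below all 10000 random lists, which treat genes as independent, and that of the rno-miR-1224 targets was at percentile 24.8. A fall at 1 day was thus not resolved with camera.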
